# YTHDF1 promotes p53 translation and induces ferroptosis during acute cerebral ischemia/reperfusion through m^6^A-dependent binding

**DOI:** 10.1007/s10565-025-10061-3

**Published:** 2025-07-01

**Authors:** Xinyu Chang, Bingwu Li, Wanxu Huang, Aixia Chen, Shengmin Zhu, Yueyang Liu, Xiaoling Liu, Jingyu Yang, Dan Ohtan Wang

**Keywords:** I/R injury, m^6^A, YTHDF1, p53, Translation, Ferroptosis

## Abstract

The rapid escalation of oxidative and nitrosative stress during ischemia/reperfusion (I/R) triggers neuronal damage, leading to severe neurological deficits and long-term disability. N6-methyladenosine (m^6^A), a highly abundant RNA modification in the brain, undergoes dynamic changes following acute I/R injury, and regulates stroke pathogenesis and neurological outcomes. However, the molecular mechanisms by which m^6^A influences acute I/R injury responses remain elusive. Our study reveals that the expression of key I/R pathogenesis pathways positively correlates with the expression of m^6^A reader proteins. Modulating expression of YTHDF1, a neuron-enriched reader protein of m^6^A, results in bidirectional changes in oxidative stress response and neuronal viability under I/R conditions. We have identified *p53* mRNA as a critical target of m^6^A methylation and YTHDF1, driving the translation of p53 protein in a context- and m^6^A-dependent manner, which exacerbates oxidative stress and ferroptosis. This novel mechanism suggests the potential of targeting the m^6^A reader protein as a strategic avenue for developing neuroprotective therapies to mitigate I/R injury.

**Graphical abstract:**

m^6^A-dependent YTHDF1 binding to *p53* mRNA promotes its translation and ferroptosis during acute cerebral ischemia/reperfusion (I/R)

Critical points:

• I/R upregulates YTHDF1 expression and its binding to m^6^A-modfied *p53* mRNA;

• Binding by YTHDF1 promotes translation of *p53* mRNA and induces ferroptosis;

• AAV-mediated knockdown of YTHDF1 alleviates I/R-induced neuronal damage in acute phase.

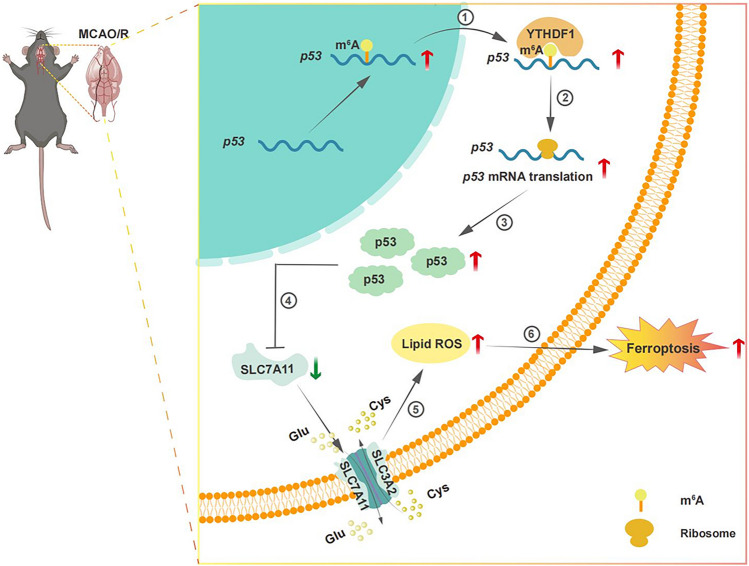

**Supplementary Information:**

The online version contains supplementary material available at 10.1007/s10565-025-10061-3.

## Introduction

Stroke is a major cause of mortality and disability globally, impacting millions of patients annually. The majority of incidents can be classified as ischemic strokes, which occur due to an acute blockage of blood flow in the brain (Collaborators 2021). Early revascularization using intravenous thrombolysis (IVT) or endovascular thrombectomy (EVT) is the primary medical intervention for treating acute ischemic stroke (Mosconi and Paciaroni 2022). However, beneficial outcomes are significantly limited by the narrow treatment window and the risk of deleterious reperfusion injury (Group et al. 2012; Zhou et al. 2023). Neuroprotective agents designed to inhibit ischemia/reperfusion (I/R)-induced pathophysiological cascades are critical, but few have been verified to improve neurological outcomes in clinical trials (Zhou et al. 2018). The high failure rates highlight the complicated etiology and pathophysiology of I/R, and calls for new therapeutic approaches (Lin et al. 2016; Zhou et al. 2018).

In the last decade, studies on post-transcriptional regulation by microRNAs and long non-coding RNAs have opened new possibilities for targeting gene network regulation in stroke (Bao et al. 2018; Mirzaei et al. 2018). RNA pathways with multi-target capacities within heterologous cell populations may offer more effective therapeutic intervention strategies. N6-methyladenosine (m^6^A), an abundant messenger RNA modification, marks thousands of RNAs in the mammalian brain and regulates their stability and translation (Livneh et al. 2020). The pleiotropic roles of m^6^A modification in multiple cellular injury signaling cascades have been reported, including DNA damage, oxidative stress, mitochondrial dysfunction, and cell death, offering insights into the mechanisms of its therapeutic potential in treating strokes and traumatic brain injury (Liu et al. 2022; Perlegos et al. 2022; Xiang et al. 2017; Yu et al. 2020; Zhang et al. 2021). In 2019, Chokkalla et al. demonstrated that m^6^A increases in the penumbra following transient focal ischemia, altering the methylation status of hundreds of mRNAs involved in inflammation, apoptosis, and transcriptional regulation (Chokkalla et al. 2019). In the following years, several labs reported collectively more than one thousand differentially methylated coding and noncoding RNAs that are functionally enriched in TLR, PPAR, and MAPK signaling pathways and inflammation (Shao et al. 2022; Yi et al. 2021). A recent ischemic stroke genome-wide association study has identified m^6^A-single-nucleotide polymorphism (m^6^A-SNP) candidates that are linked to I/R-associated risk (Zhu et al. 2021). These studies support the involvement of` m^6^A RNA modification in the etiology and pathophysiology of I/R.

m^6^A dynamics is regulated by specific writer (methyltransferases), eraser (demethylases), and reader proteins (Yang et al. 2018). Si et al. have shown a transient elevation of METTL3 (writer)-mediated m^6^A that facilitates stress granule formation and enhances cell survival during the early stages of ischemic stroke (Si et al. 2020). The demethylase FTO (eraser) decreases after I/R, potentially contributing to the global increase in m^6^A levels (Yi et al. 2021). Downregulation of FTO expression promotes the apoptosis of OGD/R neurons while upregulation mitigates neuronal damage via MEG3 expression and the NLRP3/caspase-1/GSDMD signaling pathway of neuronal pyroptosis (Xu et al. 2020a; Yan et al. 2024). The m^6^A eraser protein ALKBH5 also suppresses neuronal damage. Knocking down ALKBH5 in neurons led to the hypermethylation of *Bcl2* anti-apoptotic factor mRNA and its degradation, aggravating neuronal damage (Xu et al. 2020a). ALKBH5 deficiency also exacerbates ER stress, neuroinflammation, and apoptosis through modulating the STAT5/PERK/EIF2alpha/CHOP signaling pathway (Liu et al. 2024). Zhang et al. showed that overexpressing the nuclear m^6^A reader YTHDC1 mitigates I/R by destabilizing PTEN, thereby relieving its suppression of anti-apoptosis factors (Zhang et al. 2020). The YTHDF family of m^6^A readers comprising YTHDF1, YTHDF2, and YTHDF3, has also been associated with I/R injury (Li et al. 2022; Pang et al. 2023; Shen and Yue 2024; Zheng et al. 2020). These studies suggest that cellular injury could be mitigated by targeting proteins involved in m^6^A signaling pathways. However, to fully explore the therapeutic potential of m^6^A, an advanced understanding of its regulation and connection to downstream effectors of I/R-induced neuronal damage is necessary.

This study aims to elucidate the relationship between I/R-associated cell death pathways and dynamic signaling through m^6^A. Using in vivo and in vitro models of I/R, namely middle cerebral artery occlusion-reperfusion (MCAO/R) and oxygen–glucose deprivation-reperfusion (OGD/R), we identified m^6^A- and YTHDF1-dependent upregulation of p53 within 24 h following I/R. The increased YTHDF1 expression and hypermethylation of *p53* mRNA after OGD/R strengthened the binding between the target mRNA and m^6^A reader protein by 34-fold. Notably, I/R-triggered p53 expression, oxidative stress, ferroptosis, and infarct volume were reduced following AAV-mediated knockdown of neuronal YTHDF1.

## Materials and methods

### Animals and MCAO/R

All animal procedures were performed strictly in accordance with the Institute for Experimental Animals at Shenyang Pharmaceutical University. Before surgery, 6–8 weeks old mice were randomly divided into 4 groups (*n* = 6/group). With the exception of the Sham group, the remaining 3 groups were subjected to MCAO/R surgery and were divided into Re-0 h, Re-6 h and Re-24 h groups according to different reperfusion time points. The rearing environment and MCAO/R surgical procedures employed are detailed in the supplementary information.

### Methylated RNA immunoprecipitation sequencing (MeRIP-seq)

Total RNA was isolated from cerebral cortical peri-infarct tissue of sham, MCAO/Re-0 h, MCAO/Re-6 h and MCAO/Re-24 h mice with Trizol reagent (TaKaRa, Japan) according to the manufacturer's instructions. 10 μg total RNA from each sample was DNase I treated and fragmented to approximately 100 nt length using ZnCl_2_ solution (Invitrogen, USA). 1/10 of the fragmented RNA was used as INPUT (input RNA) and the remaining was immunoprecipitated with 3.5 µg of m^6^A antibody (Millipore, USA) as IP (immunoprecipitated RNA). cDNA libraries were prepared using the SMARTer Pico PCR cDNA Synthesis Kit (Clontech, USA) according to the manufacturer's protocol, and sequenced using Illumina NovaSeq 6000.

### Lipid peroxidation assay

The levels of lipid ROS were detected using lipid peroxidation probe C11-BODIPY 581/591 (Thermo Fisher, USA) by following the manufacturer’s instructions. Briefly, cells were incubated with 2.5 mM probe in the culture medium for 30 min at 37˚C in the dark. Confocal images were acquired using a laser scanning microscope (Nikon). The fluorescence intensity was quantified using Image-Pro Plus 6.0 software.

### Measurement of intracellular Fe^2+^

Iron assay kit (Nanjing Jian Chen Bioengineering Institute) was used following the manufacturer’s instructions.

### Knockdown and overexpression experiments

Establishing stable knockdown (KD) or overexpression (OE) cell lines using lentivirus transduction: three PLKO.1-shYTHDF1.puro vectors were constructed to knock down mouse *Ythdf1* mRNA (*EcoR*I/*Age*I, Thermo, USA) and PCDH-YTHDF1 (E*coR*I) vector was constructed to overexpress YTHDF1 (Table S1). To produce lentivirus particles, 293T cells were transfected with 1.5 μg of PSPAX2, 0.5 μg of PMD2.g, and 2.5 μg of sh-YTHDF1/OE-YTHDF1 plasmids using calcium phosphate method. The transfection medium was replaced with regular culture medium after 14 h and after 48 h, culture medium containing the lentivirus particles was collected, filtered (0.22 μm filter, SLGP033RB, Millipore), and stored frozen.

To infect HT22 cells, 400 μl of the viral medium was added in the presence of 4 μg/ml polybrene. At 48 h post-infection, the cells underwent selection with 2 μg/ml puromycin for 8–10 passages. To verify YTHDF1 expression changes western blots and immunofluorescence analysis were conducted using anti-YTHDF1 antibody (Proteintech, No. 17479–1-AP).

### siRNA interference

Small interfering RNAs (siRNAs) targeting *Mettl3* or *p53* (Table S2) were purchased from JTS scientific (Wuhan, China). Briefly, siRNA (100 pM) and 4 µl Lipo8000™ transfection reagent (Beyotime, China) was mixed in 125 μl Opti-MEM medium and added to HT22 cells in six-well plates (Gibco, USA) plated at density of 300,000 cells per well 24 h before transfection.

### AAV vector packaging and delivery

For adeno-associated virus (AAV)-mediated KD experiments in MCAO/R models, a custom pAAV9 viral vector carrying shRNAs targeting mouse YTHDF1 (5'- GCTGAAGATTATCGCTTCCTA-3'was purchased from KEL Biotech (Shanghai). The sh*Ythdf1* vector contains a neuron-specific promoter (hSyn) and an enhanced-green fluorescence protein (EGFP) reporter gene. Three weeks before MCAO/R, 1 μL of AAV vector (1.00E + 13 vg) was stereotaxically injected into the right ventricle at bregma: −0.5 mm, interaural line: −1.1 mm, and cranium: −3.0 mm at the rate of 0.2 μL/min. Three weeks after the administration of pAAV9-hSyn-EGFP-shRNA, the EGFP expression from the AAV construct was confirmed using IVIS fluorescence imaging. 17 mice (AAV-NC n = 9; AAV-shYTHDF1 n = 8) were used for MCAO/R. Three mice died after the surgery and five mice developed subarachnoid hemorrhage (two injected AAV-NC and three AAV-shYTHDF1), therefore were excluded from further analysis.

### RNA and protein analysis

#### RNA immunoprecipitation (RIP)

HT22 cells were lysed in Lysis buffer (APExBIO USA) supplemented with PMSF (MeilunBio, Dalian, China) and RNase inhibitor (GLPBIO USA). Magnetic beads (Thermo, USA) were pre-incubated with anti-YTHDF1 (3.5 μg; Proteintech, cat#17479–1-AP) or anti-IgG (3.5 μg; CST, cat#2729) overnight at 4 °C. Cell lysates were incubated with magnetic bead-antibody complexes while rotating for 3 h at 4 °C. After washing, total RNA was isolated from the beads using Trizol (TaKaRa, Japan).

#### mRNA and protein stability assays

2.5 mg/ml transcriptional inhibitor actinomycin D (ActD, Sigma Aldrich) or 50 μg/ml translation inhibitor cycloheximide (CHX) (Sigma Aldrich) was added to PLKO.1-NC or PLKO.1-YTHDF1 stable HT22 lines. The collection of cells was conducted at designated time points, including 0, 3, and 6 h. Total RNA was extracted for qRT-PCR analysis and lysates were obtained for western-blots.

#### Puromycylation and proximity ligation detection (Puro-PLA)

Experiments were performed as previously described. Cells were fixed in PFA-sucrose (4% formaldehyde, 4% sucrose in PBS-MC) for 15 min at room temperature, and permeabilized in PBTR (0.1% Triton X-100 in PBS) for 15 min. Following a 1 h incubation at 37 °C with Duolink blocking solution (Sigma Aldrich, USA), cells were incubated with primary antibodies diluted in Duolink antibody diluent for 1.5 h at 37 °C: anti-p53 (1:500; Proteintech, cat# 10,442–1-AP) and anti-puromycin (1:500, DSHB, CAT # PMY-2A4). After washing, PLA probes from Duolink in Situ FITC kits (Sigma Aldrich, cat# DUO92004, DUO92002, and DUO92014) were used followed by subsequent ligation and amplification steps. After the last wash, the cells were stained with DAPI (Sigma Aldrich, cat# duo82040-5 ml) and mounted on glass slides. In control experiments, cells were pre-treated with 60 μM anisomycin for 30 min at 37 °C.

#### Immunofluorescent staining (IF)

Mice were perfused with normal saline and 4% PFA. 20 μm brain sections were obtained using a freezing microtome (Servicebio, Wuhan). Subsequently, the brain sections were washed with PBS and permeabilized using 0.1% Triton X-100 in PBS. The sections were blocked with 5% goat serum in PBS 2 h and then incubated in the primary antibody solution overnight at 4 °C. Then the sections were incubated with the second antibody for 3 h at room temperature. The antibodies used in this study are shown in Table S5. DAPI (No. MA0128; MeilunBio) staining was performed and the coverslips were mounted. Confocal images were acquired with a laser scanning microscope (Nikon, Japan).

### Statistical analysis

All data were analyzed using Prism software (Version 6.01, GraphPad, La Jolla, CA, USA). Student's t-test with Welch's correction or Mann–Whitney U test was used. *P* < 0.05 was considered statistically significant, and data are shown as means ± s.e.m or means ± s.d.

## Results

### YTHDF1 protein expression positively correlates with I/R-induced neuronal injury pathway expression

To explore the dynamic changes of m^6^A methylation, we mimicked cerebral I/R injury by inserting a nylon filament into the middle cerebral artery to induce occlusion for two hours followed by reperfusion (MCAO/R, Fig. 1A). Compared with Sham group, the neurological scores of MCAO/R-24 h mice were significantly higher, reflecting the severity of the injury-caused functional damage (*P* < 0.001; Sham: 0.167 ± 0.167, MCAO/R-24 h: 13.833 ± 0.601) (Supplementary Fig. 1A). The procedure caused cerebral infarct volume to increase in a time-dependent manner (*P* < 0.001; MCAO/R-0 h: 15.5 ± 1.50%; MCAO/R-6 h: 25.4 ± 1.28%; MCAO/R-24 h: 28.50 ± 0.93%) (Supplementary Fig. 1B). 

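MeRIP-seq fragments RNA, pulls down the fragments that carry m6A with an antibody (IP) and sequences them beside the fragments that entered the pull-down (input). A stretch of a transcript where the IP reads exceed the input reads is called as an m6A peak. Cortical peri-infarct tissue of sham-operated mice and of mice with occlusion of the middle cerebral artery for 2 h and reperfusion for 0, 6 or 24 h was used, with 2 IP and 2 input libraries per group. From each sample 10 µg of total RNA was fragmented, to about 100 nt according to the paper's methods and to about 200 nt according to the sample records, and 10% of it went to the input library and the rest to the IP. The authors aligned the reads to the mouse genome GRCm39, removed unmapped and multi-mapped reads and called peaks with exomePeak2, and they deposited 1 peak list for each of the 8 IP libraries. The input libraries were not analysed here. A line of a list holds the genomic span of a peak, its strand and a score, whose scale the paper's text does not define and which is used here only to rank the peaks of one list. Since the lists hold no read counts, the depth of the libraries is unknown, and a peak is either listed or not. The Sham lists held 18775 and 20152 peaks, the MCAO/R-0 h lists 19837 and 24078, the MCAO/R-6 h lists 22205 and 23200, and the MCAO/R-24 h lists 19072 and 22245.
Each peak is deposited as 1 block from its first to its last base, introns included. Its exonic part was therefore rebuilt from the exons of the overlapping gene on the same strand (GENCODE M39). Among the peaks that cross introns, the rebuilt length was a multiple of 25 nt for 86.7% to 89.9% of the peaks of a list, against 3.68% to 4.88% for the whole span. The median exonic length per list ranged from 100 to 125 nt. Peaks of the 8 lists that shared at least 1 exonic base on the same strand were joined into regions. The 169564 peaks formed 52776 regions, of which 52.6% were found in 1 list only and 8.97% in all 8 lists. Differences among the 4 groups were tested by exact permutation over every division of the 8 libraries into 4 pairs, one-sided towards a larger difference, where the smallest possible p is 0.00952. An exact permutation test of 2 libraries against 2 others has 3 splits and cannot go below p = 0.333, so no p is given for such a comparison.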

Total RNA was isolated from the peri-infarct tissue of MCAO/R-0/6/24 h mice and subjected to m^6^A Methylated RNA Immunoprecipitation Sequencing (MeRIP-seq). 

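The mean number of peaks per list was 19464 ± 974 (SD, n = 2) in Sham, 21958 ± 2999 (SD, n = 2) in MCAO/R-0 h, 22703 ± 704 (SD, n = 2) in MCAO/R-6 h and 20659 ± 2244 (SD, n = 2) in MCAO/R-24 h. These group means did not differ by more than the replicates (p = 0.505, one-sided exact permutation test). Over the 8 lists the mean was 21196 ± 1991 peaks (SD, n = 8), in 7424 to 9267 genes per list. Between 48.8% and 62.1% of the peaks of a list shared an exonic base with a peak of the other replicate. Counted as regions, 8413 were found in both Sham lists, 10071 in both MCAO/R-0 h lists, 10588 in both MCAO/R-6 h lists and 9127 in both MCAO/R-24 h lists. Of the other ways of counting, keeping the higher-scoring 50% of each list moved the mean most, to 10598 peaks, by its construction. Keeping the peaks found in both libraries of a group gave a mean of 11452.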

In each sample, we identified ~ 8 000 confident m^6^A peaks. Consistent with previous reports, the identified peaks were concentrated near the stop codon of the mRNAs (Fig. 1B). 

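The distance of each peak centre to the stop codon was measured on the spliced transcript with the longest coding sequence of its gene, for 16540 to 20540 centres per list. Within 200 nt of the stop codon lay 20.4% ± 0.129 (SD, n = 2) of the centres in Sham, 20.5% ± 0.0588 (SD, n = 2) in MCAO/R-0 h, 19.9% ± 0.365 (SD, n = 2) in MCAO/R-6 h and 20.8% ± 0.0143 (SD, n = 2) in MCAO/R-24 h. Centres placed evenly along the same transcripts would give 8.84% to 9.29%. The observed share was 2.14 to 2.32 times the evenly placed share in the 8 libraries, a mean log2 ratio of 1.16 ± 0.04 (SD, n = 8; p = 0.00781, two-sided exact sign-flip permutation test, the smallest p that 8 libraries allow). In steps of 50 nt, a profile drawn after the lists were seen, the mean share over the lists was highest in the step centred 125 nt downstream of the first base of the stop codon, with 3.07% of the centres against 1.10% for even placement. Single lists were highest in that step or in the one centred at 75 nt, as in Sham replicate 1 with 3.31% at 75 nt and 3.06% at 125 nt. Of the other settings, a window of 400 nt moved the mean log2 ratio most, to 0.93 (p = 0.00781, same exact permutation test), and keeping the higher-scoring 50% of each list raised it to 1.38.

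**Figure D1:**
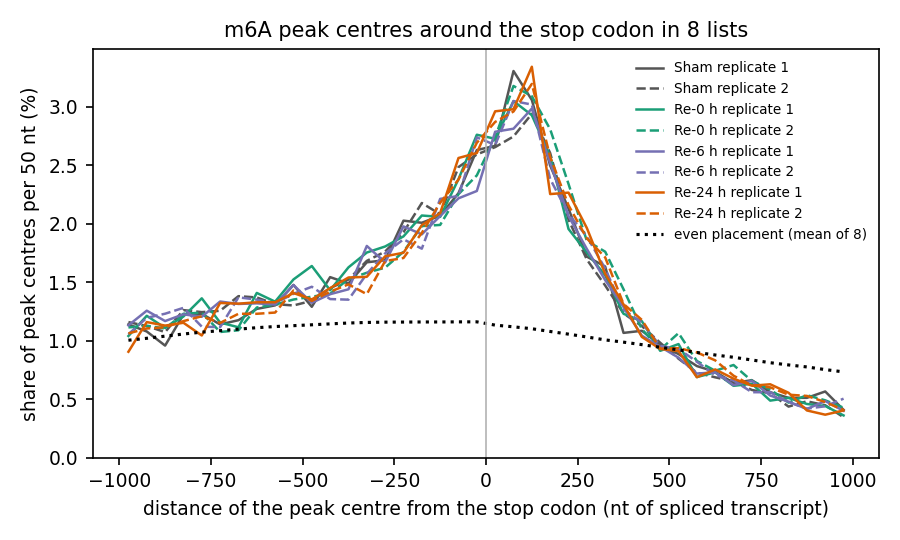
Share of m6A peak centres (%, vertical axis) per 50 nt of distance from the stop codon along the spliced transcript (nt, horizontal axis; positive values lie in the 3' UTR) for the 8 peak lists, with MCAO/R groups marked Re-. Solid lines are replicate 1, dashed lines replicate 2, and the dotted line is the mean share for centres placed evenly along the same transcripts. The lists reach 2.93% to 3.34% in the step centred at 125 nt.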

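Each peak was placed by the middle of its exonic part, and where annotated transcripts overlap, CDS was given before 3' UTR, 5' UTR and non-coding exon. The CDS held 55.4% ± 0.434 (SD, n = 2) of the peaks in Sham, 53.6% ± 3.22 (SD, n = 2) in MCAO/R-0 h, 53.6% ± 0.664 (SD, n = 2) in MCAO/R-6 h and 52.4% ± 1.31 (SD, n = 2) in MCAO/R-24 h. The 3' UTR held 32.0% ± 1.25, 32.4% ± 2.05, 31.7% ± 0.556 and 33.1% ± 0.562 of the peaks in the same order (SD, n = 2 each). The 5' UTR held 4.68% ± 0.238, 5.04% ± 0.106, 5.48% ± 0.00779 and 5.31% ± 0.279, and exons of non-coding transcripts 7.87% ± 0.580, 8.92% ± 1.28, 9.19% ± 0.105 and 9.16% ± 0.442. A peak with an exonic base of its gene was by this rule not counted as intergenic or intronic. Intergenic sequence held 0.0262% to 0.0629% of the peaks of a list, and introns 0% to 0.00831%. None of the 6 shares differed among the groups by more than the replicates after Benjamini-Hochberg adjustment (one-sided exact permutation test, adjusted p from 0.343 for the 5' UTR to 0.714). Before adjustment the smallest p was 0.0571, for the 5' UTR (same exact permutation test). Counting 3' UTR and 5' UTR before CDS moved the mean shares of CDS and 3' UTR most, to 45.2% and 40.3% over the 8 lists. Keeping the higher-scoring 50% of each list moved those of the 5' UTR and of non-coding exons most, to 3.78% and 5.96%.
The distribution of the centres along the transcript, with 5' UTR, CDS and 3' UTR each scaled to the same length, was compared by the Kolmogorov-Smirnov distance. The distance averaged 0.0224 within groups and 0.0212 between groups (p = 0.524, one-sided exact permutation test). The distance was larger between than within groups by 0.00544 without MCAO/R-0 h replicate 1, by 0.00290 without MCAO/R-0 h replicate 2 and by 0.000803 with the higher-scoring 50% of each list (p = 0.419, same exact permutation test, for the last; the other values have no test). The share of centres within 200 nt of the stop codon, highest in MCAO/R-24 h and lowest in MCAO/R-6 h, differed among the groups by more than the replicates (p = 0.0190, one-sided exact permutation test). The measure for this comparison had not been fixed beforehand, and on the log2 ratio to even placement, chosen after seeing the data, it did not (p = 0.0857, same exact permutation test). The mean log2 ratio was highest in Sham, at 1.19 against 1.18 in MCAO/R-24 h, and lowest in MCAO/R-6 h, at 1.11. The highest group thus depended on the measure. On the share itself the difference did not hold with the same number of peaks taken from every list (p = 0.276), with the higher-scoring 50% (p = 0.371), within 100 nt of the stop codon (p = 0.314) or with the longest transcript (p = 0.0571, same exact permutation test for each), and it held within 400 nt (p = 0.0286, same exact permutation test).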

No significant changes of topological distribution were detected among different treatment groups (Fig. 1B, 1C). 

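RRACH sites were counted in the exonic sequence of the peaks and in control windows of the same length, placed at random on the exons of the same gene outside every peak of the 8 lists. The peaks held 18.5 ± 0.227 sites per kb in Sham, 18.5 ± 0.131 in MCAO/R-0 h, 18.5 ± 0.135 in MCAO/R-6 h and 18.8 ± 0.147 in MCAO/R-24 h (SD, n = 2 each). The control windows held 13.3 to 13.6 sites per kb over the 8 libraries. The ratio lay between 1.37 and 1.40 in all 8 libraries, a mean log2 ratio of 0.47 ± 0.01 (SD, n = 8; p = 0.00781, two-sided exact sign-flip permutation test, the smallest p that 8 libraries allow). It did not differ among the groups by more than the replicates (p = 0.390, one-sided exact permutation test). The narrower motif GGACU occurred at 1.46 to 1.55 sites per kb in the peaks, 1.62 to 1.75 times the rate of the control windows, and of the other settings it moved the mean log2 ratio most, to 0.77.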

In the identified peak sequences, an enrichment of the consensus m^6^A motif RRACH (R = G or A; H = A, C, or U) was detected, supporting successful m^6^A peak identification (Supplementary Fig. 1 C).

**Fig. 1:**
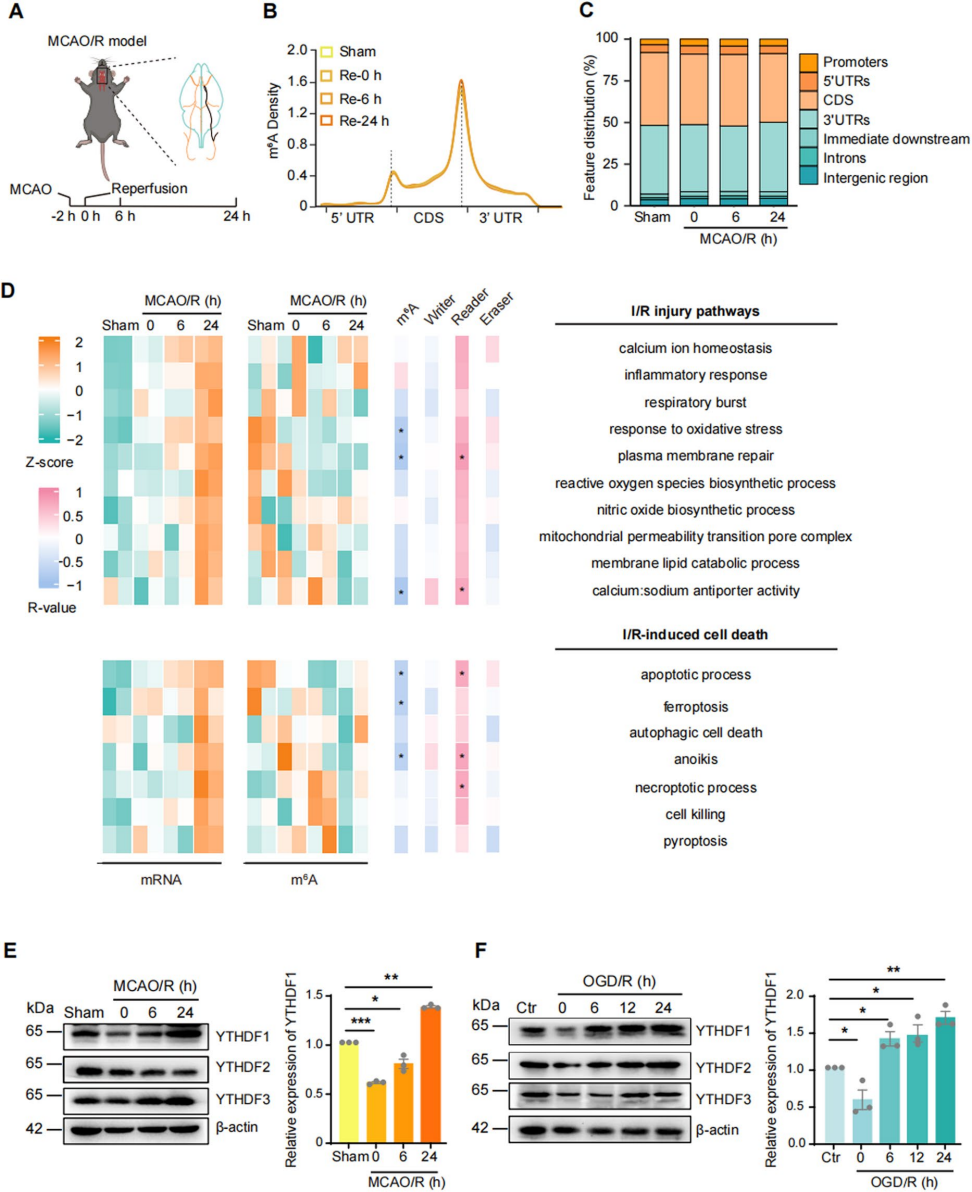
The expression of YTHDF1 was positively correlated with I/R injury-induced mRNA level changes of genes involved in I/R injury response pathways. (**A**) Schema of the MCAO/R surgical procedure. (**B**) The distribution of m^6^A sites along the length of mRNA transcripts in Sham and MCAO/R- 0/6/24 h groups at different time points. (**C**) Stacked bar plots showing the distribution of m^6^A peaks in different RNA regions in Sham and MCAO/R- 0/6/24 h groups at different time points. (**D**) Heat maps of changes in RNA abundance (left) and m^6^A modification levels (mid) in I/R injury pathways and I/R-induced cell death. Heatmap of correlation between RNA abundance and m^6^A modification levels, RNA abundance of m^6^A modification-related genes (right). (**E**) Western-blots of YTHDF1/2/3 proteins in peri-infarct tissue in Sham and MCAO/R-0/6/24 h groups. (**F**) Western-blots of YTHDF1/2/3 proteins in HT22 cells after OGD/R- 0/6/12/24 h groups

I/R has been shown to induce an array of injury responses and cell death pathways, leading to neuronal cell death and neurological dysfunction (Zhang et al. 2022). We performed an ssGSEA (single-sample Gene Set Enrichment Analysis) analysis of the I/R-induced neuronal injury and cell death pathways (Fig. 1D, left orange-green gradient). The expression of the I/R injury pathway-related genes (e.g. calcium ion homeostasis, inflammatory response, respiratory burst, etc.) continuously increased during the 24 h acute response after MCAO/R, consistent with the existing literature (Zhang et al. 2022). Although the pathway-associated levels of m^6^A modifications changed dynamically following I/R (Fig. 1D, right; orange-green gradient), there was no corresponding increase in m^6^A levels. A correlation analysis between methylation changes and gene expression changes identified six significant negative correlations (*P* < 0.05, Student asymptotic *P*-value for correlation), indicating that hypermethylation of those pathway-associated mRNAs may promote their degradation and prevent excessive activities of these pathways (Fig. 1D, 1 st pink-blue gradient).

We further investigated the alterations in thirty-eight regulator mRNAs encoding m^6^A writers, readers, and erasers. Eleven regulator mRNAs were found to be differentially expressed (Supplementary Fig. 1D). The integrated writer expression exhibited negligible alterations during the I/R injury, whereas erasers surged at the MCAO/R-6 h but reverted to baseline level after 24 h. In contrast, the readers consistently increased after reperfusion (Supplementary Fig. 1E). Further analysis revealed that readers, but not writers or erasers, were positively correlated with the dynamic changes in five of the I/R-induced neuronal injury and cell death pathways (Fig. 1D, 2nd-4th pink-blue gradients). The results suggested that m^6^A readers are upregulated concurrently with the I/R injury pathway-associated genes.

**Fig. 2:**
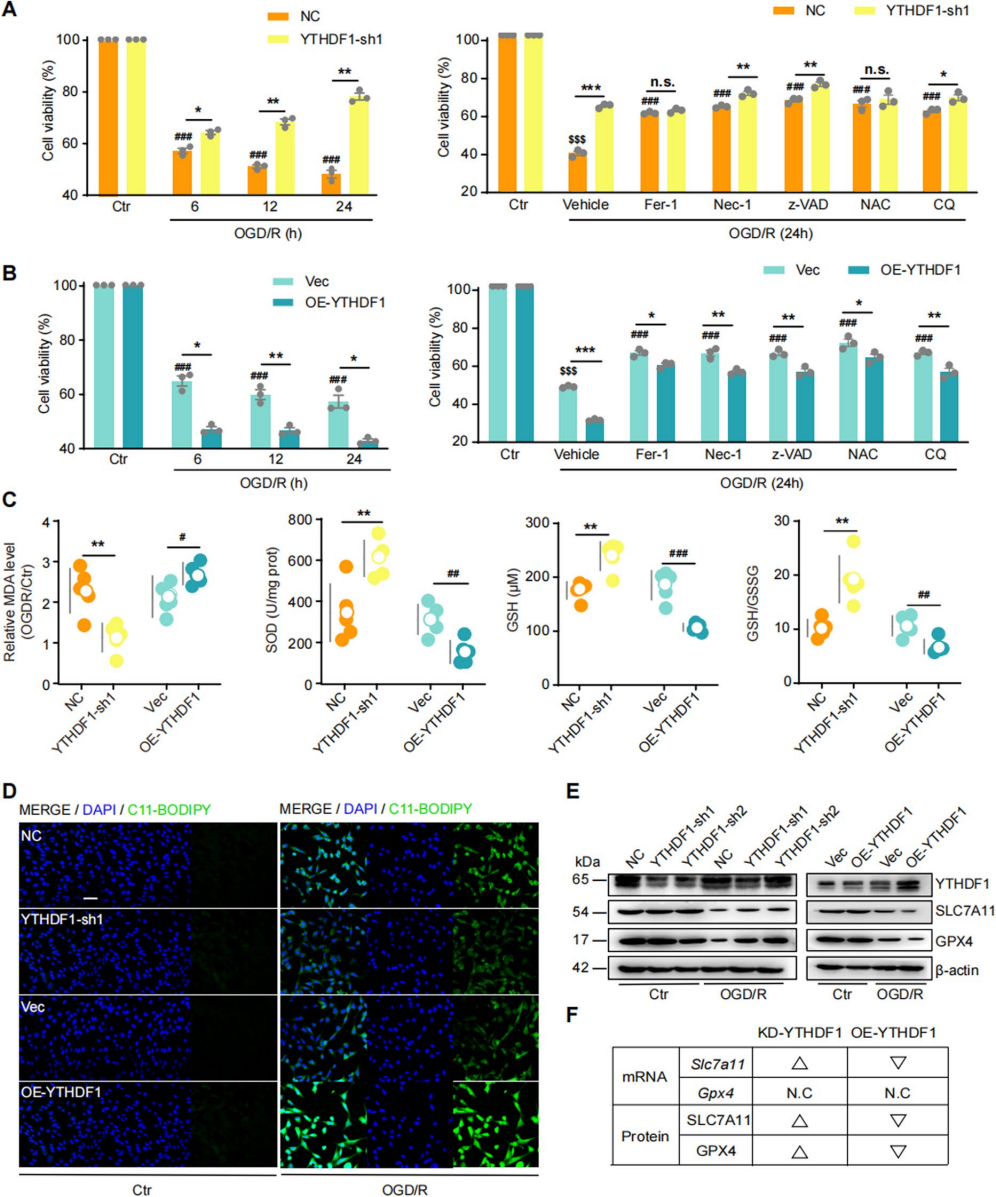
Inhibition or enhancement of YTHDF1 expression induced bidirectional changes in survival rate, oxidative stress level, and ferroptosis of HT22 cells after OGD/R. (**A**) Cell viability (normalized to Ctr groups) of HT22 cells transfected with NC or YTHDF1-sh1 at the control (Ctr) and OGD/R-6/12/24 h (left). Data were expressed as means ± s.e.m. *P < 0.05, **P < 0.01 versus NC group. ###*P* < 0.001 versus Ctr group. Cell viability in sh-YTHDF1 in control and OGD/R HT22 cells treated with, ferroptosis inhibitor/lipid peroxidation scavenger (Fer-1, 4 μM), necrosis inhibitor (Nec-1, 30 μM), apoptosis inhibitor (Z-VAD, 25 μM), ROS scavenger (NAC, 4 mM) and autophagy inhibitor (CQ, 10 μM) (right). Data were expressed as means ± s.e.m. *P < 0.05, **P < 0.01, ***P < 0.001 versus NC group. ###*P* < 0.001 versus Vehicle group. $$$*P* < 0.001 versus Ctr group. *n* = 3 experiments. (**B**) Cell viability of HT22 cells transfected with Vec or OE-YTHDF1 at the control and OGD/R-6/12/24 h (left). Data were expressed as means ± s.e.m. *P < 0.05, **P < 0.01 versus Vec group. ###*P* < 0.001 versus Ctr group. Cell viability in OE-YTHDF1 in control and OGD/R HT22 cells treated with Fer-1, Nec-1, Z-VAD, NAC and CQ (right). Data were expressed as means ± s.e.m. *P < 0.05, **P < 0.01, ***P < 0.001 versus Vec group. ###*P* < 0.001 versus Vehicle group. $$$*P* < 0.001 versus Ctr group. *n* = 3 experiments. (**C**) MDA level, SOD activity, GSH level and GSH/GSSG ratio in sh-YTHDF1 or OE-YTHDF1 in OGD/R HT22 cells. Data were expressed as means ± s.d (means: open circles; s.d: vertical bars to the leftside of the data points). *P < 0.05, **P < 0.01 versus NC group. #*P* < 0.05, ##*P* < 0.01, ###*P* < 0.001 versus Vec group. *n* = 5 experiments. (**D**) The C11-BODIPY 581/591 staining of lipid peroxidation in sh-YTHDF1 or OE-YTHDF1 in OGD/R HT22 cells. Scale bar = 50 μm. (**E**) Western-blots of YTHDF1, SLC7A11, and GPX4 proteins in sh-YTHDF1 or OE-YTHDF1 in OGD/R HT22 cells. (**F**) SLC7A11 and GPX4 expression in OGD/R treated KD or OE-YTHDF1 cells

The known cytoplasmic m^6^A reader YTHDF family includes YTHDF1, YTHDF2, and YTHDF3 (Xu et al. 2024). Hence, we quantified their protein expression dynamics *in vivo* using the MCAO/R model in mice and *in vitro* using the OGD/R model in HT22 cells. Neuron-enriched m^6^A reader YTHDF1 gradually increased in both MCAO/R and OGD/R models, while YTHDF2 protein had no significant changes. YTHDF3 expression showed similar changes to YTHDF1 in the MCAO/R model but not in the OGD/R model (Fig. 1E, 1 F; Supplementary Fig. 1 F, G). Together, these results demonstrate that I/R triggers increased neuronal expression of YTHDF1, which is positively correlated with the I/R-induced expression of genes associated with the neuronal injury pathway.

### Increased YTHDF1 promotes oxidative stress and ferroptosis in OGD/R

To explore the function of increased YTHDF1 expression during I/R injury, we generated HT22 cell lines stably expressing shYTHDF1 (KD-YTHDF1, KD: knockdown) or YTHDF1 cDNA (OE-YTHDF1, OE: overexpression) using lentiviral infection and puromycin selection. Three short hairpin RNAs targeting YTHDF1, YTHDF1-sh1/sh2/sh3, were tested and all attenuated YTHDF1 expression (Supplementary Fig. 2 A) while OE-YTHDF1 enhanced YTHDF1 expression (Supplementary Fig. 2B). Negative control (NC) cells were transduced with an shRNA targeting no known mammalian genes and puromycin selected. Compared to NC cells, KD-YTHDF1 cells were more viable after OGD/R treatment (Fig. 2A left). Conversely, OE-YTHDF1 cells were less viable after OGD/R treatment compared to Vec cells (HT22 cells stably expressing empty vector) (Fig. 2B left).

Next, we investigated cell death and injury pathways underlying the cell viability changes. We subjected KD-YTHDF1 and OE-YTHDF1 cells to three cell death pathway-specific inhibitors during OGD/R: Ferrostatin-1 (Fer-1, a ferroptosis inhibitor, 4 μM), Necrostatin-1 (Nec-1, a necrosis inhibitor, 30 μM), and z-VAD-FMK (z-VAD, a pan apoptosis inhibitor, 25 μM), and two injury pathway-specific inhibitors: N-Acetyl-L-cyteine (NAC, an ROS scavenger, 4 mM) and Chloroquine (CQ, an autophagy inhibitor, 10 μM) (Fig. 2A right). At the tested concentrations, the inhibitors did not cause any measurable effects on the cell viability of control, KD-YTHDF1, or OE-YTHDF1 cells under normal physiological conditions (Supplementary Fig. 2 C). All inhibitor treatments attenuated OGD/R-induced neuronal cell death albeit incompletely. Given that OGD/R-induced neuronal injury results from a composite effect of multiple cell death pathways, a single inhibition of any one of the pathways did not completely prevent cell death. The neuroprotective effect seen in the KD-YTHDF1 cells persisted in the presence of necrosis inhibitor Nec-1, apoptosis pan-inhibitor z-VAD, or autophagy inhibitor CQ, but disappeared when the ferroptosis inhibitor Fer-1 was applied (Fig. 2A right). In addition, increased cell viability in KD-YTHDF1 was completely masked by the ROS scavenger NAC, consistent with the role of ROS as a driver of ferroptosis (Fig. 2A right). These results suggest that the neuroprotective effect of reducing YTHDF1 during OGD/R is primarily manifested via oxidative stress and ferroptosis pathways. In contrast to KD-YTHDF1, the aggravated cell death by OE-YTHDF1 under OGD/R conditions persisted in all treatments, suggesting that the augmented YTHDF1 expression can promote multiple cell death pathways, which cannot be prevented by inhibitors targeting single pathways (Fig. 2B right). Next, we evaluated oxidative stress and cellular products associated with ferroptosis. OGD/R-induced lipid peroxidation product of malondialdehyde (MDA), superoxide dismutase activity (SOD), glutathione (GSH), glutathione disulfide (GSSG), and GSH/GSSG ratio were affected by KD- or OE-YTHDF1. KD-YTHDF1 reduced MDA level, increased SOD activity, increased GSH and GSH/GSSG ratio whereas OE-YTHDF1 had the opposite effects (Fig. 2C). These results further support a dose-dependent effect of YTHDF1 in regulating oxidative stress and ferroptosis during OGD/R.

We further confirmed the effect of YTHDF1 on lipid peroxidation using C11-BODIPY, a lipophilic fluorescent dye that exhibits enhanced red fluorescence when reacting with lipid oxidants. We found that OGD/R-induced lipid peroxidation was attenuated in KD-YTHDF1 cells and exacerbated in OE-YTHDF1 cells (Fig. 2D and Supplementary Fig. 2D). This cell phenotype indicates ferroptosis, and prompted us to test the expression of SLC7A11 and GPX4 in KD- and OE-YTHDF1 cells. The SLC7A11/GSH/GPX4 pathway constitutes the primary anti-ferroptosis defense mechanism, which has been shown to be compromised during I/R, leading to enhanced ferroptosis. We found that OGD/R-induced reduction of SLC7A11 at both mRNA and protein levels, and of GPX4 at the protein level, was normalized in KD-YTHDF1 cells. Conversely, in OE-YTHDF1 cells, the decrease of SLC7A11 and GPX4 upon OGD/R was further intensified (Fig. 2E, F and Supplementary Fig. 2E-G). To further confirm the effect of YTHDF1 expression level on ferroptosis, we measured intracellular Fe^2+^ concentrations in OGD/R-treated HT22 cells. KD-YTHDF1 effectively inhibited, while OE-YTHDF1 exacerbated Fe^2+^ accumulation in HT22 cells (Supplementary Fig. 2H). In the absence of OGD/R treatment, neither SLC7A11/GPX4 expression nor intracellular Fe^2+^ accumulation was affected by YTHDF1 (Fig. 2E and Supplementary Fig. 2E-H).

Thus, increasing YTHDF1 expression induced by OGD/R exacerbates oxidative stress and ferroptosis, and preventing its increase is neuroprotective.

### p53 is a key target molecule of YTHDF1 in OGD/R

How does the increased YTHDF1 in I/R promote oxidative stress and ferroptosis? 

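*Slc7a11* lies on the minus strand of chromosome 3 of GRCm39, where its coding transcript spans 50319387 to 50398063. All 8 lists held 1 peak in this gene, at or just downstream of the stop codon, and the 8 peaks overlapped in a single region. The exonic length of the peak was 100 nt in both Sham lists, 50 and 275 nt in MCAO/R-0 h, 50 and 175 nt in MCAO/R-6 h, and 275 and 150 nt in MCAO/R-24 h. Its score lay above 38.1% and 33.8% of the peaks in the Sham lists and above 75.3% and 62.8% of the peaks in the MCAO/R-24 h lists. The corresponding ranks were 37.4% and 71.3% in MCAO/R-0 h and 40.2% and 59.7% in MCAO/R-6 h. Ranks within a list are not a methylation level, and with 2 lists per group no test was made. With only the higher-scoring 50% of each list, the peak remained in 4 lists, both of MCAO/R-24 h, replicate 2 of MCAO/R-0 h and replicate 2 of MCAO/R-6 h, and in neither Sham list, so that under this setting it counted as present after 24 h and absent in Sham. *Gpx4*, on the plus strand of chromosome 10 from 79889871 to 79892273 (coding transcript), held no peak in any of the 8 lists.

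**Figure D2:**
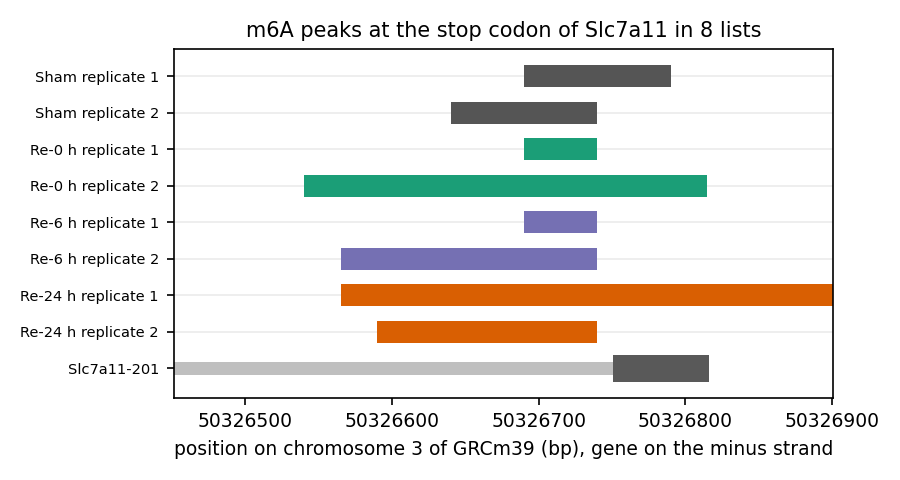
Peaks of the 8 lists (rows, with MCAO/R groups marked Re-) at the stop codon of *Slc7a11* by position on chromosome 3 (bp, horizontal axis). Coloured bars are deposited peak spans, and the lowest row shows the transcript with the coding sequence as the dark, thick bar and the 3' UTR as the thin bar. The span of MCAO/R-24 h replicate 1 runs beyond the right edge, across an intron, to 50332036.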

Neither *Slc7a11* nor *Gpx4* mRNA was hypermethylated after MCAO/R (Supplementary Fig. 3 A), indicating no enhanced binding by the increased YTHDF1 protein. 

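Whether the groups differed at all in which regions were called was measured by the Jaccard index, the share of the regions in either of 2 lists that is in both. It averaged 0.375 ± 0.013 (SD) over the 4 pairs of replicates, with a range of 0.361 to 0.390, and 0.361 ± 0.011 (SD) over the 24 pairs of libraries from different groups, with a range of 0.341 to 0.387. The 4 pairs of a Sham and an MCAO/R-24 h library averaged 0.349. The replicate pairs had 0.361 in Sham, 0.379 in MCAO/R-0 h, 0.390 in MCAO/R-6 h and 0.367 in MCAO/R-24 h. The Sham pair was thus no more alike than the mean of libraries from different groups. It also lay below each pair of a Sham and an MCAO/R-0 h library, which ranged from 0.3614 to 0.373, against 0.3612 for the Sham pair. On average, replicates were more alike than libraries of different groups by 0.0133 (p = 0.0190, one-sided exact permutation test), while the ranges overlapped. Of the other settings, keeping the higher-scoring 50% of each list moved this difference most, to 0.0233 (p = 0.00952, same exact permutation test).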

To identify potential YTHDF1 target mRNAs during I/R injury, we re-examined m^6^A expression dynamics in the peri-infarct tissue at three time points following MCAO/R (0, 6, 24 h, Supplementary Fig. 3B). 

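A region was called gained where both lists of a reperfusion time and neither Sham list held a peak, and lost where both Sham lists and neither list of that time did. In MCAO/R-0 h 1376 regions were gained and 670 lost, in MCAO/R-6 h 1808 were gained and 742 lost, and in MCAO/R-24 h 1335 were gained and 971 lost. The same 4 libraries can be divided in 2 other ways, each with a Sham library on either side. For MCAO/R-24 h these splits gave 668 and 1169 regions, and 921 and 740 regions, so that 2306 regions differed by group against 1837 and 1661 by the other splits. For MCAO/R-6 h 2550 regions differed by group against 1907 and 1711, and for MCAO/R-0 h 2046 against 2043 and 1801. When regions were joined by whole spans, the count by group for MCAO/R-0 h was 2039, against 2042 and 1796. Leaving out 1 library, so that one side rests on a single list, moved the counts most. Without replicate 1 of the reperfusion time, the gained regions rose to 8228 in MCAO/R-0 h, 7909 in MCAO/R-6 h and 7576 in MCAO/R-24 h. Without Sham replicate 1, the lost regions rose to 5331, 5412 and 5954 in the same order. Presence or absence in a list is a coarser measure than the abundance over merged regions from which the paper built its clusters (Supplementary Fig. 3B).

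**Figure D3:**
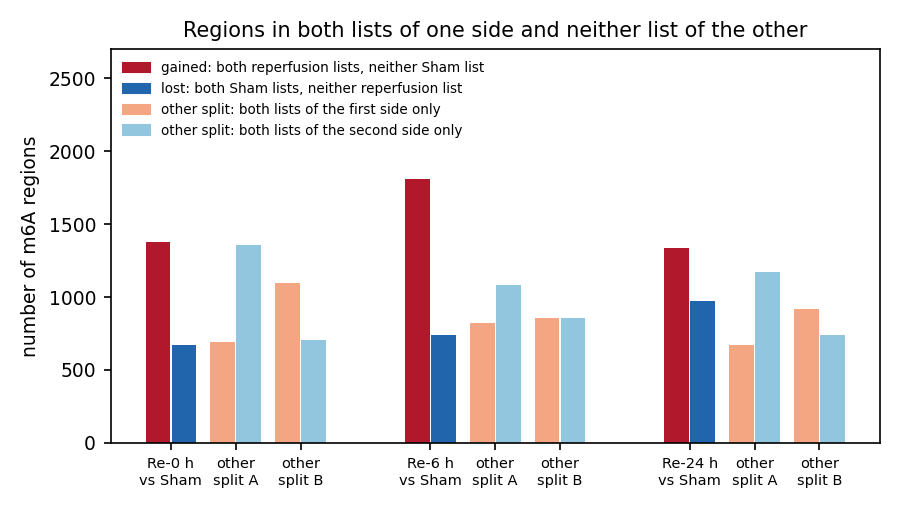
Number of m6A regions (vertical axis) found in both lists of one side and neither list of the other, for each reperfusion time against Sham (dark bars, with MCAO/R groups marked Re-) and for the other 2 splits of the same 4 libraries (pale bars). At Re-0 h the 1376 gained regions stand beside up to 1354 in the other splits, and at Re-6 h the 1808 gained regions beside up to 1085.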

Time series analysis grouped genes with similar m^6^A expression dynamics into a total of 14 clusters, out of which clusters 5, 7, and 14 showed significant m^6^A elevation following MCAO/R positively correlating with the changes in YTHDF1 expression and I/R injury-related gene pathway expression. 

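The regions gained in MCAO/R-24 h lay in 1210 genes and the lost regions in 880 genes, with 115 genes in both sets. On the other 2 splits of the 2 Sham and 2 MCAO/R-24 h libraries, regions found on one side only lay in 632 and 1083 genes, and in 864 and 696 genes. Of the gained regions, 29.9% lay in genes without any Sham peak and 13.6% within 100 nt of exon of a Sham peak. The count of genes with a gained region fell to 657 with the higher-scoring 50% of each list. With 1 library left out it rose, from 1899 genes without Sham replicate 1 to 5185 without MCAO/R-24 h replicate 1.
By the rank of their score in both lists, the leading gained regions were in *Sema3a*, *Gigyf2*, *Mroh5*, *Lzts1* and *Rhoj*, and the leading lost regions in *Zfp866*, *Tusc3*, *Lrrc8a*, *Afdn* and *Gnal*. At the rank of the 5 leading gained regions or above, 25 protein-coding genes had a lost region, and on the other 2 splits from 3 to 18 protein-coding genes had a region on one side only. The nearest Sham peak lay 51 nt of exon from the gained region in *Lzts1*, 101 nt in *Sema3a* and 150 nt in *Gigyf2*. The lost regions of *Lrrc8a* (chromosome 2, 30146944 to 30152433, CDS) and *Afdn* (chromosome 17, 14109141 to 14116389, CDS) were in all 6 lists of Sham, MCAO/R-0 h and MCAO/R-6 h and in neither MCAO/R-24 h list. Both genes held other peaks in all 8 lists. The lost region of *Lrrc8a* scored above at least 96.8% of the peaks of each Sham list, and that of *Afdn* above at least 96.2%.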

53 genes from these three clusters have been reported as YTHDF1 target mRNAs (Wang et al. 2015) (Fig. 3A), and belong to the “Positive regulation of programmed cell death” pathway (GO:0043068). A protein–protein interaction (PPI) network analysis revealed interactions among 29 genes, with p53 (also known as Trp53) as a central hub protein (Fig. 3B).

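Among the genes set in bold in Fig. 3B, *Cd274* held a region gained in MCAO/R-24 h. The peaks of this region lie at the end of the coding sequence and the start of the 3' UTR on chromosome 19 and were listed in MCAO/R-6 h replicate 1 (29362824 to 29362998), MCAO/R-24 h replicate 1 (29361528 to 29362973) and MCAO/R-24 h replicate 2 (29359956 to 29362873). *Cd274* held no peak in either Sham list, in either MCAO/R-0 h list or in MCAO/R-6 h replicate 2. The peaks of the gained region scored above 56.2% and 45.6% of the peaks of the MCAO/R-24 h lists, and with only the higher-scoring 50% of each list 0 regions of *Cd274* were gained. *Gsk3b* held a 5' UTR peak in all 8 lists, at 37910463 to 37910612 on chromosome 16 in Sham replicate 1. *Pparg* held peaks in 5 of the 8 lists, Sham replicate 2 and MCAO/R-24 h replicate 2 among them, spread over 8 regions. None of the regions of *Gsk3b* and *Pparg* was gained in MCAO/R-24 h with all 8 lists. With MCAO/R-24 h replicate 1 left out, 1 region of *Gsk3b* and 2 of *Pparg* met the definition, and with replicate 2 left out 1 of *Gsk3b*. With Sham replicate 1 left out, 1 region of *Pparg* counted as lost.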

**Fig. 3:**
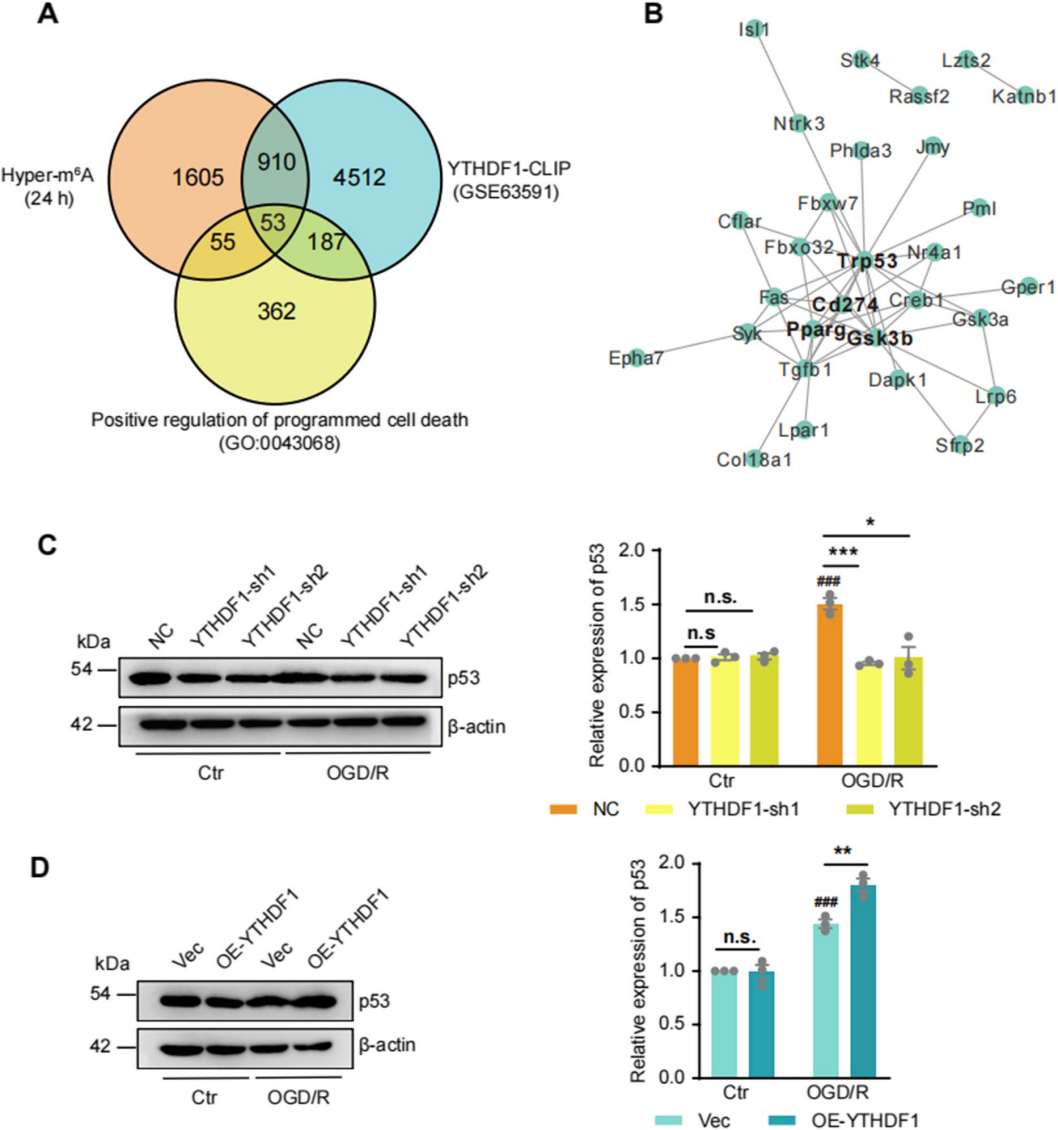
p53 is a key molecule in the regulation of I/R-induced neuronal damage by YTHDF1. (**A**) Venn diagram shows overlap of genes with YTHDF1 binding sites, increased m^6^A modification during the I/R phase, and involved in the nerve injury pathway caused by I/R. (**B**) PPI network of 29 genes with YTHDF1 binding sites, increased m.^6^A modification levels after I/R induction and involvement in I/R-induced injury pathway. (**C**) Western-blots and quantification of p53 protein in HT22 cells with KD-YTHDF1 and OGD/R. Data were expressed as means ± s.e.m. *P < 0.05, ***P < 0.001 versus NC group. ###*P* < 0.001 versus Ctr group. n = 3 experiments. (**D**) Western-blots and quantification of p53 protein in HT22 cells with OE-YTHDF1 and OGD/R. Data were expressed as means ± s.e.m. **P < 0.01 versus Vec group. ###*P* < 0.001 versus Ctr group. *n* = 3

Consistent with the role of p53 in inducing cell death (Kuribayashi and El-Deiry 2008), p53 levels significantly increased over time following reperfusion in both MACO/R and OGD/R (Supplementary Fig. 3C-D). An inspection using Integrative Genomics Viewer (IGV) confirmed hypermethylation of *p53* mRNA in MCAO/R-24 h (Supplementary Fig. 4). 

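*Trp53*, the mouse p53 gene, lies on the plus strand of chromosome 11 of GRCm39, where its coding transcript spans 69471109 to 69482701 in 11 exons and its stop codon ends at 69482257. Peaks in *Trp53* were listed in 2 of the 8 libraries. The list of MCAO/R-24 h replicate 2 held 1 peak of 75 nt in the 3' UTR from 69482605 to 69482679, and the list of MCAO/R-24 h replicate 1 held none. The list of MCAO/R-0 h replicate 1 held 1 peak of 50 nt in the 3' UTR from 69482530 to 69482579. Neither Sham list, neither MCAO/R-6 h list and not MCAO/R-0 h replicate 2 held a peak in the gene. These peaks did not overlap, and 0 regions of *Trp53* were in both MCAO/R-24 h lists, as the definition of a gained region requires. With MCAO/R-24 h replicate 1 left out, 1 region met the definition for MCAO/R-24 h, and with MCAO/R-0 h replicate 2 left out, 1 region met it for MCAO/R-0 h. Their scores ranked above 6.93% of the peaks of the MCAO/R-24 h replicate 2 list and 5.20% of those of the MCAO/R-0 h replicate 1 list, and neither peak remained when the same number of peaks was taken from every list. A peak list shows where a peak passed the calling threshold and does not give the read coverage shown in Supplementary Fig. 4. From the clusters with raised m6A, the reported YTHDF1 targets and the interaction network (Fig. 3A, 3B) the paper arrives at p53. The IGV coverage is then reported to bear out that p53 mRNA was hypermethylated in MCAO/R-24 h.

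**Figure D4:**
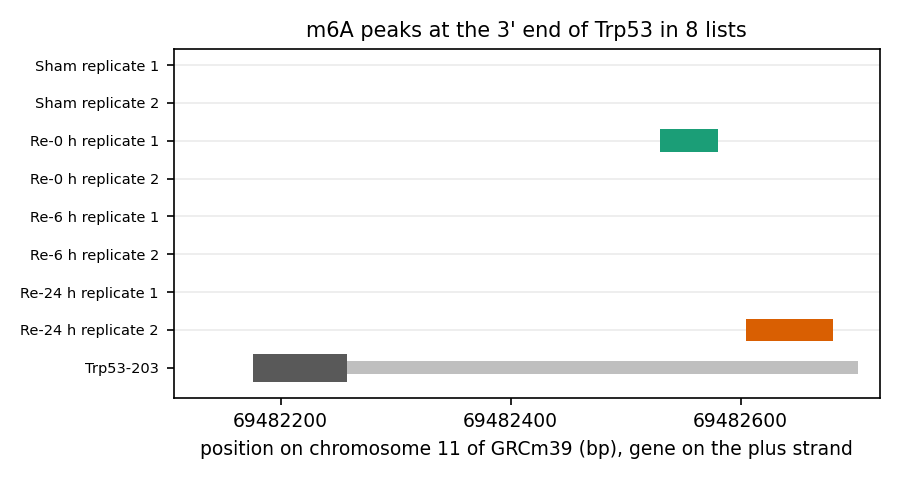
Peaks of the 8 lists (rows, with MCAO/R groups marked Re-) at the 3' end of *Trp53* by position on chromosome 11 (bp, horizontal axis). Coloured bars are deposited peaks, and the lowest row shows the last exon of the coding transcript with the coding sequence as the dark, thick bar and the 3' UTR as the thin bar. Bars appear in MCAO/R-0 h replicate 1 and MCAO/R-24 h replicate 2 only.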

Next, we tested p53 expression in KD-YTHDF1 and OE-YTHDF1 cells upon OGD/R, and observed decreased and increased p53 expression, respectively (Fig. 3C and D). Importantly, neither KD nor OE of YTHDF1 influenced p53 protein levels in the absence of OGD/R. These results suggest that the regulation of p53 expression by YTHDF1 depends on OGD/R.

### YTHDF1 promotes the translation of p53 in an m^6^A-dependent manner

Next, we measured the binding between YTHDF1 and *p53* mRNA using RNA immunoprecipitation (RIP). Compared to physiological culture conditions, OGD/R increased the binding of YTHDF1 to *p53* mRNA by 34-fold (Fig. 4A). KD or OE of YTHDF1 had no effect on *p53* mRNA expression, *p53* mRNA stability, or the p53 protein degradation rate in either condition (Supplementary Fig. 5A-C), suggesting that the enhanced binding by YTHDF1 may specifically promote the translation of p53 protein.

**Fig. 4:**
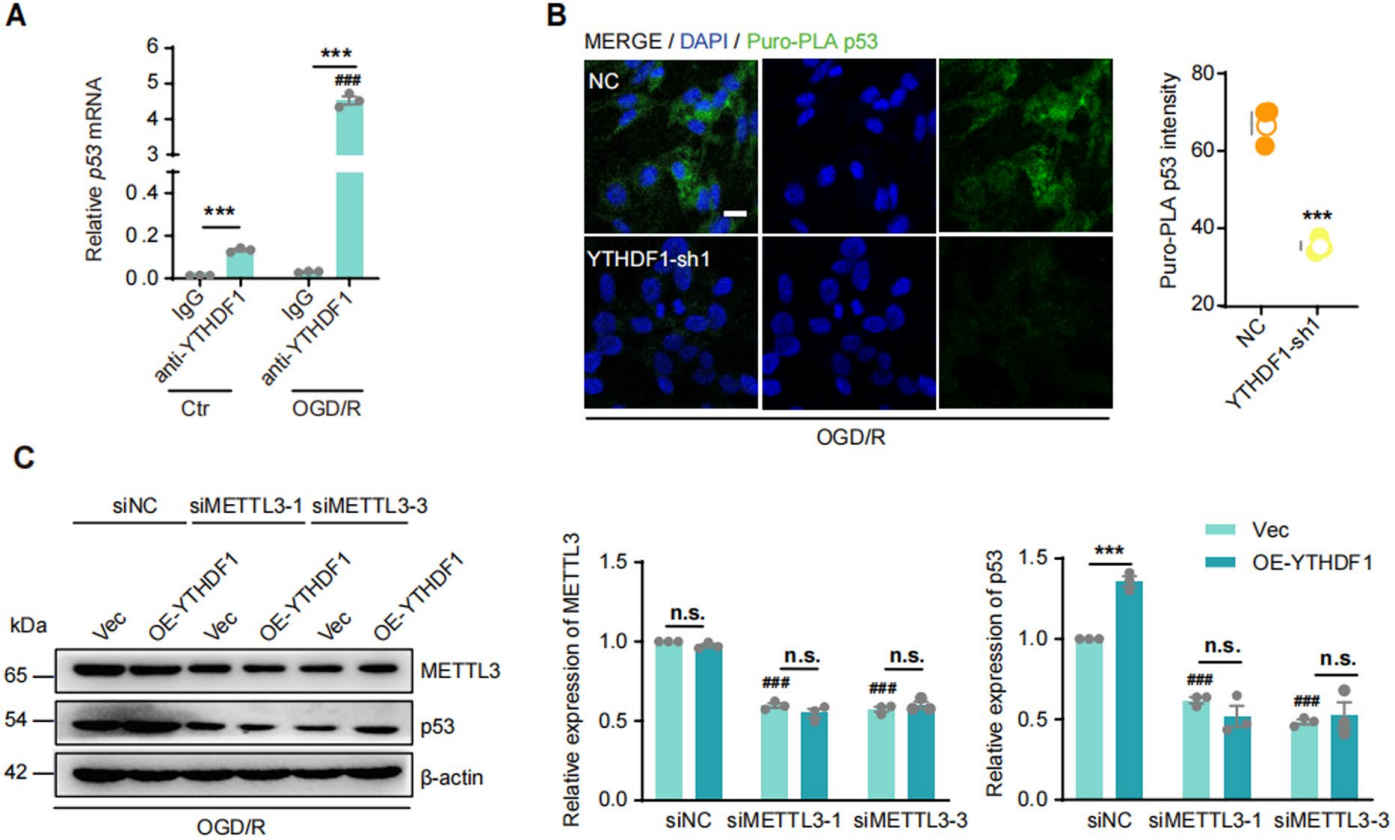
YTHDF1 promotes p53 translation after I/R in an m^6^A-dependent manner. (**A**) RIP detected the interaction between YTHDF1 and *p53* mRNA in control and OGD/R HT22 cells. Data were expressed as means ± s.e.m. ***P < 0.001 versus IgG group. ###*P* < 0.001 versus Ctr group. *n* = 3 experiments. (**B**) Puro-PLA images detected the p53 translation in HT22 cells with KD-YTHDF1 and OGD/R. Scale bar = 10 μm. Data were expressed as means ± s.e.m. ***P < 0.001 versus NC group. *n* = 3. (**C**) Western-blots and quantification of METTL3 and p53 proteins in HT22 cells with OE-YTHDF1 and OGD/R. Data were expressed as means ± s.e.m. ***P < 0.001 versus Vec group. ###*P* < 0.001 versus siNC group. *n* = 3 experiments

To test this possibility, we applied p53 Puro-PLA to measure p53 translation upon OGD/R treatment (Fig. 4B, Supplementary Fig. 5D). After 10 min incubation of puromycin, anisomycin (a protein synthesis inhibitor) sensitive fluorescent p53 Puro-PLA puncta were detected in the cytoplasm of HT22 cells, representing newly synthesized p53 protein (Supplementary Fig. 5E). In KD-YTHDF1 cells following OGD/R treatment, p53 Puro-PLA signals were significantly reduced compared to NC cells (Fig. 4B).

To confirm that the YTHDF1-mediated p53 translation during OGD/R is m^6^A-dependent, siRNAs targeting the m^6^A methyltransferase METTL3 were transfected. Reduced METTL3 protein expression was verified by Western blotting (Supplementary Fig. 5 F). si-METTL3s blunted the p53 translational response in both Vec control and OE-YTHDF1 cells, indicating that YTHDF1 promotes p53 translation during I/R injury in an m^6^A-dependent manner (Fig. 4C; Supplementary Fig. 5G).

### p53 mediates m^6^A/YTHDF1 effect on oxidative stress and ferroptosis

To test whether p53 is necessary for the m^6^A/YTHDF1 effect on oxidative stress and ferroptosis, we applied Pifithrin-α (PFT-α), a p53 transcription inhibitor, to OE-YTHDF1 cells. PFT-α effectively rescued OGD/R-induced neuronal death (Supplementary Fig. 6 A). Similar to PFT-α, sip53 RNA transfection (Supplementary Fig. 6B) also improved the survival of OE-YTHDF1 cells (Fig. 5A). These results indicate that p53 is a crucial mediator of m^6^A/YTHDF1 function in I/R neuronal injury.

**Fig. 5:**
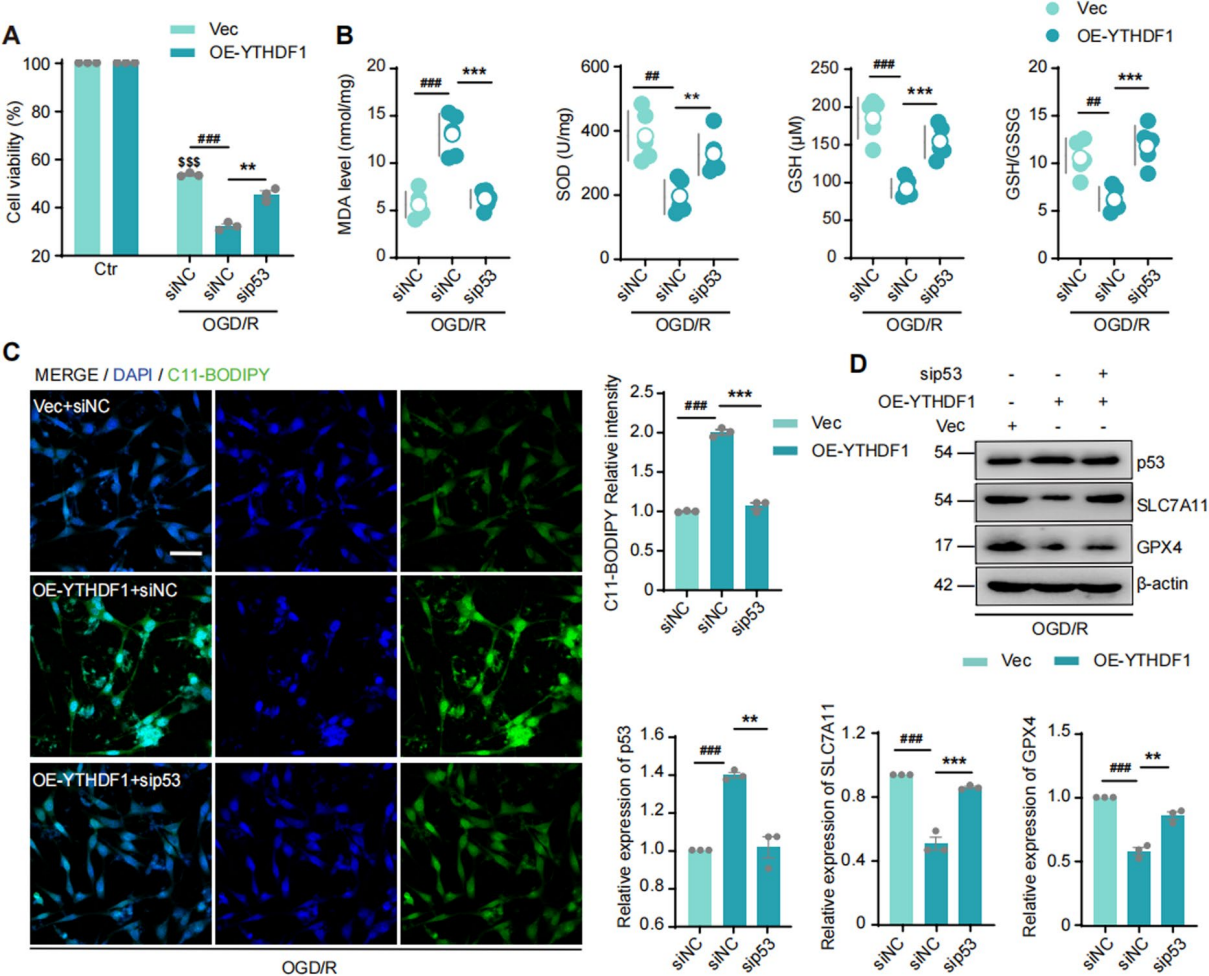
Inhibition of p53 reversed the regulation of YTHDF1 on the survival rate, oxidative stress level, and ferroptosis of HT22 cells after OGD/R. (**A**) Cell viability (normalized to Ctr groups) in OE-YTHDF1 HT22 cells with sip53 and OGD/R. Data were expressed as means ± s.e.m. **P < 0.01 versus siNC group. ###*P* < 0.001 versus Vec group. $$$*P* < 0.001 versus Ctr group. *n* = 3 experiments. (**B**) MDA level, SOD activity, GSH level and GSH/GSSG ratio in OE-YTHDF1 HT22 cells with sip53 and OGD/R. Data were expressed as means ± s.d. **P < 0.01, ***P < 0.001 versus siNC group. ##*P* < 0.01, ###*P* < 0.001 versus Vec group. n = 5 experiments. (**C**) The C11-BODIPY 581/591 staining of lipid peroxidation in OE-YTHDF1 HT22 cells with sip53 and OGD/R. Scale bar = 50 μm. Data were expressed as means ± s.e.m. ***P < 0.001 versus siNC group. ###*P* < 0.001 versus Vec group. *n* = 3 experiments. (**D**) Western-blots of YTHDF1, SLC7A11, and GPX4 proteins in OE-YTHDF1 HT22 cells with sip53 and OGD/R. Data were expressed as means ± s.e.m. **P < 0.01, ***P < 0.001versus siNC group. ###*P* < 0.01 versus Vec group. *n* = 3 experiments

We then evaluated the impact of sip53 on MDA, SOD, GSH, GSH/GSSG ratio, and lipid peroxidation. sip53 significantly alleviated oxidative stress and lipid peroxidation in OGD/R-treated OE-YTHDF1 cells (Fig. 5B, C). Furthermore, the suppression of SLC7A11 and GPX4 in OE-YTHDF1 cells was alleviated by the p53- targeting siRNA (Fig. 5D, Supplementary Fig. 6 C). These results suggest that p53 plays an essential role in mediating YTHDF1 regulation of oxidative stress and ferroptosis during I/R injury.

### AAV-shYTHDF1 alleviates MCAO/R injury in mice

To test the potential neuroprotective effect of KD-YTHDF1 during I/R injury in vivo, we used an miR30-based shRNA expression system and constructed hSyn-EGFP-miR30 5’-shYTHDF1-miR30 3’ AAV virus to specifically knock down YTHDF1 in neurons. AAV virus was delivered into the right cerebral ventricle of 4 weeks-old male mice and MCAO/R was conducted at 7 weeks of age. Successful viral transduction was confirmed by detecting EGFP fluorescence using an in vivo spectrum imaging system (Fig. 6A). A non-targeting shRNA (shNC) was used as control. Co-immunostaining of cortical sections with YTHDF1 validated successful neuron-specific YTHDF1 reduction (Supplementary Fig. 7). Compared to the mice that received AAV-shNC, the mice that received AAV-shYTHDF1 injection had significantly reduced neurological impairment and infarct volume after MCAO/R (Fig. 6B and C). Consistent with the in vitro results, injection of AAV-shYTHDF1 mitigated MCAO/R-induced oxidative stress as measured by MDA, SOD, GSH, and the GSH/GSSG ratio in the peri-infarct tissue (Fig. 6D) and had normalized expressions of p53, SLC7A11, and GPX4 (Fig. 6E and F). Thus, the in vivo knockdown of YTHDF1 in neurons effectively prevented p53 upregulation, oxidative stress, and ferroptosis induction, thus significantly alleviating the MCAO/R-induced neuronal injury in mice.

**Fig. 6:**
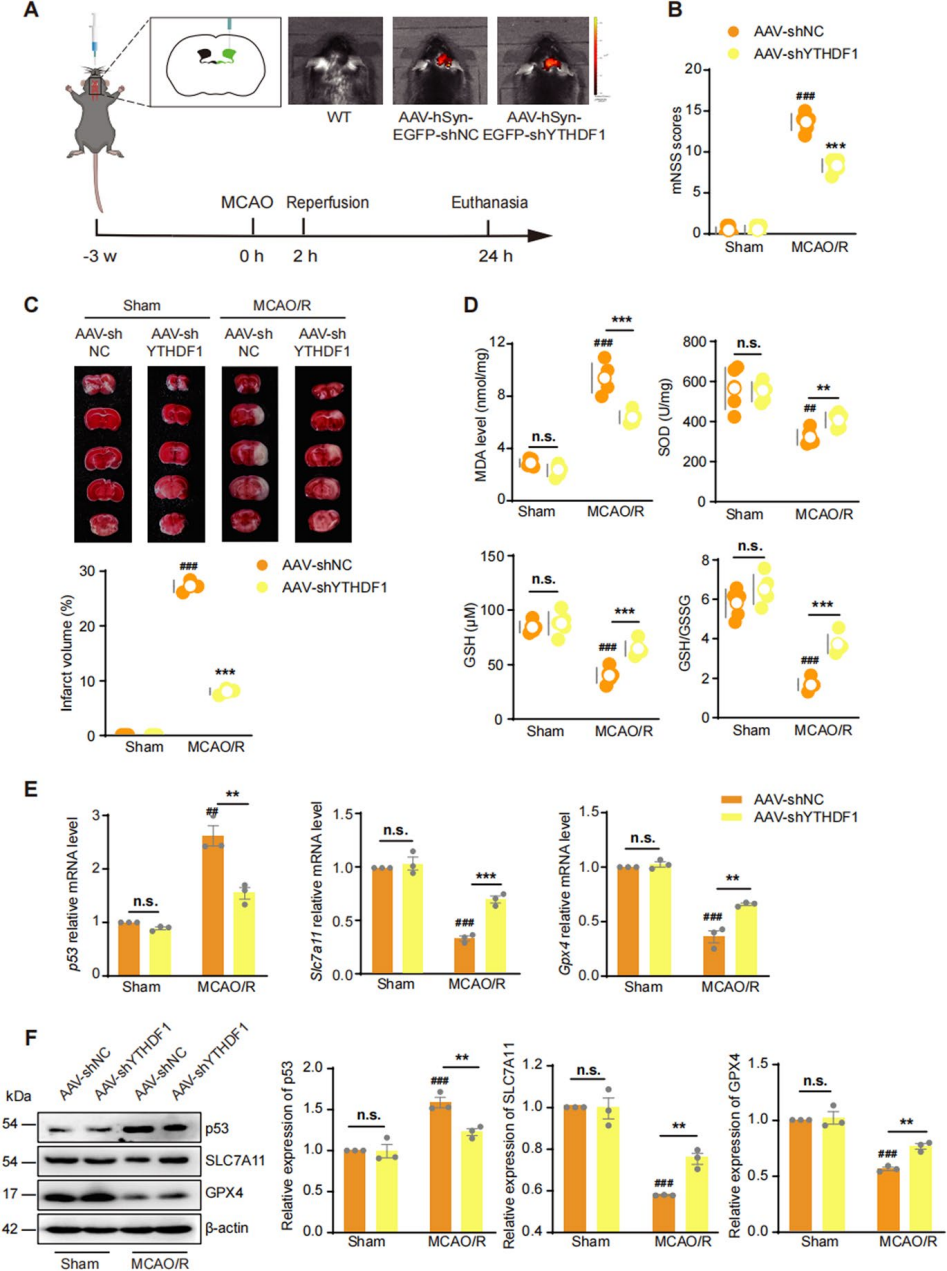
Specific knockdown of YTHDF1 expression in neurons alleviate MCAO/R-induced nerve injury in mice (**A**) Schematic of AAV-hSyn-EGFP-shYTHDF1 administration and analysis. (**B**) mNSS scores were used to evaluate neurological impairment in AAV-shNC and AAV-shYTHDF1 mice post-MCAO/R. Data were expressed as means ± s.e.m. ***P < 0.001 versus AAV-shNC group, ###*P* < 0.001 versus Sham group, *n* = 6 animals in each group. (**C**) TTC stained brain slices to evaluate cerebral infarct volume and infarct volume quantification in AAV-sh-YTHDF1 mice post-MCAO/R. Data were expressed as means ± s.e.m. ***P < 0.001 versus AAV-shNC group. ###*P* < 0.001 versus Sham group. n = 3 animals in each group. (**D**) MDA level, SOD activity, GSH level and GSH/GSSG ratio in AAV-sh-YTHDF1 mice post-MCAO/R. Data were expressed as means ± s.d. **P < 0.01, ***P < 0.001 versus AAV-shNC group. ##*P* < 0.01, ###*P* < 0.001 versus Sham group. n = 5 animals in each group. (**E**) Quantification of *p53*, *Slc7a11* and *Gpx4* mRNA in AAV-sh-YTHDF1 mice post-MCAO/R. Data were expressed as means ± s.e.m. **P < 0.01, ***P < 0.001 versus AAV-shNC group. ###*P* < 0.001 versus Sham group. *n* = 3 animals in each group. (**F**) Western-blots of YTHDF1, SLC7A11, and GPX4 proteins in AAV-sh-YTHDF1 mice post-MCAO/R. Data were expressed as means ± s.e.m. **P < 0.01 versus AAV-shNC group. ###*P* < 0.001 versus Sham group. *n* = 3 animals in each group

## Discussion

3.3 million people die from ischemic stroke annually (by World stroke organization-Global Stroke Fact Sheet 2022). Alleviating neuronal cell death and extending the therapeutic window of revascularization are crucial for intervention development but clinically effective cerebroprotective agents that can be used prior to and during recanalization remain elusive. Stroke Preclinical Assessment Network (SPAN) has designed and implemented more rigorous, multi-laboratory preclinical trials to evaluate candidate interventions and identified uric acid, a potent antioxidant, to exceed the efficacy boundary and warrant future human studies (Lyden et al. 2023). Recently, LK-2, a compound targeting the glutamate-binding site on acid-sensing ion channels has been identified to effectively reduce the infarct volume and improve sensorimotor recovery in mice models of ischemic stroke (Lai et al. 2024).

The efficacy of targeting RNA modification pathways in treating ischemic stroke remains untested and the role of m^6^A in the expression and activation of cell survival/damaging mechanisms has been controversial (Han 2024; Xu et al. 2024). Our study reveals a robust m^6^A-dependent, YTHDF1-mediated mechanism to promote p53 expression and ferroptosis, leading to neuronal cell death during I/R injury. The effect is consistent with multiple publications in m^6^A preclinical animal models and in human patients wherein m^6^A increases after I/R and hypermethylation contributes to oxidative stress and cell death pathways (Shao et al. 2022; Xu et al. 2020a; Yi et al. 2021; Zhu et al. 2023). The mechanism further elucidates an oxidative stress-dependent ferroptosis pathway highly relevant to I/R (Bu et al. 2021; Guan et al. 2019; Guo et al. 2023; Xu et al. 2023b). Our results are supported by evidence from a completely independent study, which assessed the protective effect of salvianolic acid C (SAC), an active ingredient in *Salvia miltiorrhiza*, against cerebral ischemia reperfusion injury (Guo et al. 2024; Shen et al. 2022). Although the authors attributed the protective effect of SAC to suppressing microglial polarization and promoting angiogenesis, SAC was identified in a separate study by Zou et al. as a selective inhibitor of YTHDF1 (Zou et al. 2023). These results are in contradiction with a recent study showing that I/R injury was worsened in the germline YTHDF1 knockout male mice, but not in female mice (Chokkalla et al. 2024). What causes the phenotypic differences is unclear but we can speculate that dose differences, compensatory mechanisms, differences in temporal and spatial expression among other effects of the different approaches may have led to the different experimental outcomes. The relationship between the m^6^A reader and the cellular functions may be heterogeneous and context-dependent. Under physiological conditions, YTHDF1 plays an important role for learning and memory function, axon development, and synapse development (Broix et al. 2025; Merkurjev et al. 2018; Shi et al. 2018; Zhuang et al. 2019); under pathological conditions such as traumatic brain injury or I/R, multifaceted roles of YTHDF1 have been associated with cellular responses such as inflammation and programmed cell death (Chen et al. 2024; Li et al. 2022).

p53 is well-established as a pro-apoptotic factor in I/R injury, and as a trigger for neuroinflammation and ferroptosis (Gao et al. 2023; Xu et al. 2023a; Zhao et al. 2021). In p53 KO mice, I/R injury was mitigated by the p53/PRAS40/mTOR pathway (Zhao et al. 2021). p53 promotes neuronal apoptosis also by binding and activating *Bax*, a pro-apoptotic protein that inhibits its anti-apoptotic counterpart Bcl-2/Bcl-XL (Yan et al. 2021). Silencing METTL3 alters the expression of RNA splicing variants that affect p53 signaling pathway and induces apoptosis (Dominissini et al. 2012). Moreover, YTHDF1’s role in promoting I/R-triggered translation of p53 is consistent with its function in promoting both apoptosis and ferroptosis during ischemic stroke. Notably, activation of p53 does not induce ferroptosis; but increases the likelihood by downregulating the SLC7A11/GPX4 anti-ferroptosis pathway (Jiang et al. 2015). In addition to *p53*, we also identified a hypermethylated peak in the nuclear receptor coactivator 4 (*Ncoa4*) mRNA, whose protein product is involved in the degradation of ferritin, thus releasing free iron into the cytosol and inducing ferroptosis (Hou et al. 2016). 

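*Ncoa4* lies on the plus strand of chromosome 14 of GRCm39 from 31881822 to 31902234. Its peaks fell in the CDS and were listed in 7 of the 8 libraries, with 3 and 2 peaks in Sham, 2 and 1 in MCAO/R-0 h, 3 and 0 in MCAO/R-6 h and 1 in each MCAO/R-24 h library. They formed 5 regions. The region found most often was in 5 lists, both Sham lists included, and in MCAO/R-24 h replicate 2 its peak lay from 31898574 to 31898748. In MCAO/R-24 h replicate 1 the peak lay elsewhere, from 31892791 to 31894290 across an intron. None of the regions was gained or lost in MCAO/R-24 h. With Sham replicate 1, Sham replicate 2 or MCAO/R-24 h replicate 2 left out, 1 region counted as lost there, and no setting gave a gained one at that time. At the earlier times, in MCAO/R-0 h 1 region counted as gained and 2 as lost without Sham replicate 2, and 1 as lost without MCAO/R-0 h replicate 1. In MCAO/R-6 h 2 regions counted as lost without Sham replicate 2, 1 as lost without MCAO/R-6 h replicate 1 and 1 as gained without MCAO/R-6 h replicate 2. With the higher-scoring 50% of each list, peaks in *Ncoa4* remained in 4 lists. Presence in a list does not show a change in the height of a peak. It therefore cannot decide on the hypermethylation that the paper states.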

Whether the translation of NCOA4 during I/R is dependent on m^6^A and YTHDF1 is currently unknown.

YTHDF2 and YTHDF3 may play additional roles in I/R injury. Hou et al. showed that YTHDF2 enhanced oxidative stress response during cerebral I/R injury by binding to and promoting the degradation of *Nrf2* mRNA (Hou et al. 2023). YTHDF2 upregulation in myocardial I/R injury also aggravated I/R-induced ferroptosis by degrading *Slc7a11* mRNA in an m^6^A-dependent manner (Pang et al. 2023). In our study, although *Ythdf2* mRNA levels increased, its protein expression remained unaltered. Our data do not exclude YTHDF2 from further repressing SLC7A11 protein expression through degrading the mRNA. The role of YTHDF3 in I/R injury models remains elusive. A recent study of blood samples of stroke patients predicted YTHDF3 as one of the seven key m^6^A regulators in the immune response (Shen and Yue 2024). In our study, YTHDF3 increased at 24 h post-MCAO/R in vivo. But unlike YTHDF1, its expression remained unaltered in the OGD/R-treated HT22 cells. The difference may reflect cell type-dependent YTHDF3 regulation. Evidence shows that the m^6^A pathway in astrocytes and microglia contributes to the pathophysiology of ischemic stroke (Xu et al. 2024). YTHDF1 in microglia has been previously reported to be involved in inflammatory response mechanisms during the subacute phase of I/R injury (Zheng et al. 2020). Enhancing YTHDF1 expression worsened cerebral injury by promoting PTEN stability and facilitating *p65* mRNA translation (Li et al. 2022; Zheng et al. 2020). In HT22 cells subjected to OGD/R, YTHDF1 enhanced the stability of STAT5 in an m^6^A-dependent manner, thereby increasing endoplasmic reticulum (ER) stress-mediated neuroinflammation and apoptosis (Liu et al. 2024). Recent studies have highlighted YTHDF1/3 complex and m^6^A in modulating the translation of tau and calmodulin during neurodevelopment (Huang et al. 2022). The potential molecular complex through which YTHDF1 exerts its effects remains elusive and warrants further investigation.

More m^6^A regulators have been shown to modulate I/R response. The forced expression of YTHDC1, a nuclear m^6^A reader protein, decreased brain infarct volume and promoted neuronal cell survival by facilitating Akt phosphorylation through degrading *Pten* mRNA (Zhang et al. 2020), demonstrating an opposite role to YTHDF1. The counteracting functions of the reader proteins may contribute to the fine-tuning of cell response pathways during stroke, although the precise mechanisms of the gene expression response refinement in the affected regions remain unclear.

Remarkably, the effect of YTHDF1 to exacerbate ferroptosis can be specific to cell types. YTHDF1 in nucleus pulposus cells was shown to suppress ferroptosis by promoting the expression of SLC7A11 and GPX4 (Lu et al. 2024). YTHDF1 in prostate cancer was also found to repress the T cell-mediated antitumor immunity and ferroptosis (Wang et al. 2024). However, in hepatic stellate cells, KD-YTHDF1 prevented BECN1 plasmid-induced ferroptosis, presenting evidence consistent with the role of YTHDF1 in this study (Shen et al. 2021). The pleiotropic effects of YTHDF1 on ferroptosis may be attributed to the specific RNA and m^6^A expression profiles in different cell types and contexts. Thus, the molecular role of m^6^A regulators may not be separable from the model systems and their associated target RNAs.

We do not yet fully understand the gene expression regulatory mechanisms by dynamic m^6^A signals during I/R injury. The interpretation of the current study is limited because of the lack of information regarding the stoichiometry of the modification sites, which obscure the accuracy of data interpretation and functional prediction. We also lack evidence on the long-term effects of m^6^A dynamics in patients’ recovery. The METTL3 inhibitor STM2457 has been developed to target myeloid leukemia (Yankova et al. 2021). Given that silencing METTL3 attenuates OGD/R-induced neuronal cytotoxicity (Xu et al. 2020b), STM2457 may also have clinical benefits in stroke treatment. Recently, METTL3 has been shown to directly interact with p53 and amplify p53 stress responses by both catalytic-dependent and independent mechanisms (Raj et al. 2022). Further studies are required to elucidate the potential challenges and therapeutic benefits of targeting m^6^A. In future studies, sex, age, and comorbidities need to be carefully considered.

Taken together, our results suggest that reprogramming gene expression through dynamic m^6^A signal and its reader protein occurs in ischemic stroke. We reveal a key pathway mediated by *p53* mRNA hypermethylation and increased YTHDF1 expression to induce ferroptosis and exacerbate neuronal injury. However, demonstrating potentials in the future development of safer and efficacious clinical interventions for ischemic stroke requires a deeper understanding of the cellular and functional contexts of the underlying regulatory mechanisms.

## Supplementary Information

Below is the link to the electronic supplementary material.

Supplementary file1

## Data Availability

The RIP- sequencing and MeRIP-sequencing data in this study have been deposited in the Gene Expression Omnibus database under accession code GSE247068. Raw data from Fig. 1–6 and Supplement Figures S2, S3, S5 and S6 were deposited on Mendeley at 10.17632/6t2w5y36hs.1.

# Supplementary material for: YTHDF1 promotes p53 translation and induces ferroptosis during acute cerebral ischemia/reperfusion through m6A-dependent binding
**Source:** Cell Biol Toxicol. 2025 Jul 1;41(1):112. doi: 10.1007/s10565-025-10061-3
**Supplement:** Supplementary file 1 — Supplementary file1

**Supplementary Information**

**YTHDF1 Promotes p53 Translation and Induces Ferroptosis during Acute Cerebral Ischemia/Reperfusion through m^6^A-dependent Binding**

Xinyu Chang^1^, Bingwu Li^1, 3^, Wanxu Huang^1^, Aixia Chen^1^, Shengmin Zhu^1^, Yueyang Liu^1^, Xiaoling Liu^1,^ ^*^; Jingyu Yang^2, *^; Dan Ohtan Wang^1,3,^ ^*^

**Supplemental Materials and Methods**

Animals and MCAO/R

Adult male C57BL/6J mice aged 4-8 weeks (18-25 g) were purchased from Changsheng Biotechnology (Liaoning, China) and housed in the mice facility with the temperature at 23±0.5℃, humidity at 55-60%, and a 12hr-light/12-hr dark cycle, with ad libitium access to food and water. Animals were acclimatized to the new environment for one week before any experiment.

Before surgery, 6-8 weeks old mice were randomly divided into 4 groups (n = 6/group): the sham operation group (sham group); Re-0 h group (MCAO 2 h, Reperfusion 0 h); Re-6 h group (MCAO 2 h, Reperfusion 6 h); Re-24 h group (MCAO 2 h, Reperfusion 24 h). Before surgery, the mice were anaesthetized using intraperitoneal injection of 1.25% Avertin (20 µL/g). After confirming anesthetization, both sides of the animal neck were shaved with an electric razor to expose the skin. The operation site was disinfected with 75% ethanol. Under sterile conditions, a median neck incision was made to expose the surgical field and the right common carotid artery (CCA), external carotid artery (ECA) and internal carotid artery (ICA). The CCA was temporarily occluded with an arterial clip, the ECA was permanently occluded with sutures, and the ICA was sutured distally at the bifurcation point. A small incision was then made between the permanent and temporary sutures of the CCA. A 0.23 mm diameter surgical nylon thread (143003, Huayang Biotech, Shenzhen, China) was inserted into the ICA to block blood flow at the origin of the middle cerebral artery. The nylon thread was removed after 2 h, and the cervical incision was sutured. The mice were then placed in a 37°C nursing box for recovery. The sham surgery group underwent the same procedures except for the insertion of the nylon thread. We initiated the experiments with fifty C57BL6/J mice, of which 8 mice died after the surgery and 7 mice developed subarachnoid hemorrhage. These mice were excluded from any further analysis.

**Modified neurological severity scores (mNSS)**

mNSS was used to evaluate the neurobehavioral performance of mice in MCAO/R-24 h. The measurement scores included motor tests (tail lift test and Neurobehavioral Longa Score), sensory function (placement test and proprioceptive test), balance function (balance beam test), reflex loss and abnormal movement evaluation, with a total score of 18. Scores of 13-18 were classified as severe, 7-12 as moderate, and 1-6 as mild.

Infarct size evaluation

After cervical dislocation, brains were dissected into five coronal slices (2 mm thickness) and incubated in 2% 2,3,5-triphenyltetrazolium chloride solution (TTC, Solarbio, Beijing, China) for 20 min at 37°C in the dark, followed by 24 hours fixation in 4% paraformaldehyde (PFA). The infarct area of each slice was analyzed using Image-Pro Plus 6.0 software and calculated as the cerebral infarct volume (%) using the following formula: (VC-VL) / (2 × VC) × 100% (VC: volume of the contralateral hemisphere; VL: volume of stained ipsilateral hemisphere).

Oxidative stress measurement

Lysates from peri-infarct cerebral cortex of mice (n=5/group) were prepared by RIPA buffer homogenization. The levels of superoxide dismutase (SOD), malondialdehyde (MDA), glutathione (GSH) and glutathione disulfide (GSSG) were measured using commercial kits (Jiancheng, Nanjing, China) according to the manufacturer's protocols.

**MeRIP-seq data processing and analysis**

The initial stage of the analysis entailed the trimming of raw reads by utilizing Trim Galore (version 0.6.7, https://www.bioinformatics.babraham.ac.uk/projects/trim_galore/) with the parameter ‘--paired’. This was followed by the alignment of the trimmed reads to the mouse genome GRCm39/mm39 using HISAT2 (version 2.2.1) with default parameters. Unmapped and multi-mapped reads were excluded using samtools. Counts for annotated genes were generated using feature Counts (version 2.0.1) with the GENCODE VM30 annotation file. The raw counts were normalized using the estimate Size Factors function of the DESeq2 (version 1.32.0) to identify differentially expressed genes in RNA-seq. R package clusterProfiler was used to perform functional enrichment analysis.

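A peak caller of this kind compares IP and input reads in short windows along the exons and keeps the windows that pass the cutoffs. How often the listed peaks recur was compared by score, a comparison chosen after the lists were seen. In the lowest 25% of the scores of a list, a mean of 24.3% of the peaks shared an exonic base with a peak of the other replicate, with a range of 14.0% to 35.9% over the 8 lists. The mean was 42.3% in the next 25%, with a range of 32.1% to 54.0%, and 63.3% in the 25% after that, with a range of 58.7% to 68.9%. In the highest 25% it was 87.0%, with a range of 79.0% to 89.6%.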

Exomepeak2 was used for m^6^A peak calling with p-value = 0.05 as cutoff, and the log_2_FC= 0.5 as cutoff. When identifying the differentially methylated regions, a fold change greater than 1.5 is considered. BEDTools was used to merge all m^6^A regions, and the bamCompare function of deepTools was used to perform RPKM normalization and calculate m^6^A abundance. cliProfiler (https://github.com/Codezy99/cliProfiler) was used to visualize the distribution of m^6^A sites along the mRNA.

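Merging turns the separate lists into one set of regions on which all libraries can be compared, so its rule sets how many regions there are. Joined where whole spans shared at least 1 base on the same strand, the 8 lists gave 52344 regions.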

Time series clustering was performed using the R package Mfuzz.

For single-sample Gene Set Enrichment Analysis (ssGSEA), enrichment scores were calculated using the GSVA package based on the TPM (Transcripts Per Million) measurements. Methylation status was calculated as TPM (IP) over TPM (INPUT). Heatmaps of RNA expression levels and ssGSEA scores were plotted using ComplexHeatmap.

Protein-protein interaction networks were mapped using the STRING database and displayed using Cytoscape. Proteins exhibiting no interactions with others were manually removed, leaving 29 proteins in the displayed network.

Cells and OGD/R Model

Mouse hippocampal neuron HT22 cells (iCell Bioscience, Shanghai, China) were cultured in Dulbecco's Modified Eagle's medium (DMEM, Gibco, USA) supplemented with 10% fetal bovine serum (FBS, Gibco, USA) and 1% penicillin-streptomycin (Solarbio, Beijing, China), maintained in a 37°C humidified atmosphere of 5% CO_2_ incubator.

To conduct OGD/R, cells were washed with PBS and incubated in D-glucose (-), sodium pyruvate (-) DMEM for 6 h at 37°C in an ischemic incubator containing 1% O_2_, 5% CO_2_ and 94% N_2_. After 6 hours, deprived medium was replaced with regular medium and cells were returned to the incubator with 95% air and 5% CO_2_ for 0, 6 and 24 h, respectively.

Cell viability assay

HT22 cells (5 × 10^3^/well) were plated in 96-well plates 24 h before OGD/R. According to the manufacturer's instructions of the CCK-8 kit (Meilune, Dalian, China), 10 μl CCK-8 reaction solution was added to each well and incubated at 37°C for 1 h. The optical density (OD) at 450 nm was measured using an absorbance meter (Molecular Devices).

Cell death pathway inhibitor treatments: N-Acetyl-1-Cyteine (NAC, an ROS scavenger, Sigma, Shanghai, China), Ferrostatin-1 (Fer-1, a ferroptosis inhibitor, Aladdin, Shanghai, China), chloroquine (CQ, an autophagy inhibitor, AbMole BioScience), necrostatin-1 (Nec-1, a necrosis inhibitor, AbMole BioScience) and Z-VAD-FMK (Z-VAD, an apoptosis inhibitor, AbMole BioScience) were added to the culture medium 1 h before OGD treatment respectively.

Western blots

Peri-infarct tissue or HT22 cells were lysed using RIPA buffer containing protease inhibitors (Beyotime, China). Protein concentrations were determined using the BCA protein assay kit (Beyotime, China). After SDS-PAGE electrophoresis, proteins were transferred to polyvinylidene difluoride (PVDF) membranes (Millipore, USA) and blocked in 5% bovine serum albumin solution for 2 h at room temperature. Proteins were incubated with specific primary antibodies overnight at 4°C (Antibodies are listed in Table S3). After washed three times in PBST (PBS containing Tween 20) and incubated with secondary antibodies conjugated to horseradish peroxidase for 3 h at room temperature, the membranes were developed using ECL (Meilune, Dalian, China) and imaged using Invitrogen I Bright FL1500 imaging system (Thermo, USA). Band intensities were analyzed using Image J software.

Quantitative real-time PCR (RT-qPCR)

Total RNA was extracted using TRIZOL reagent according to the manufacturer's protocol (TaKaRa, Japan) and used for cDNA synthesis using PrimeScriptTM RT Kit (TaKaRa, Japan). Quantitative PCR was performed using SYBR Green PCR Master Mix (TaKaRa, Japan) according to the manufacturer's instructions. *β-Actin* was used as an internal control, and the relative expression was calculated using the 2^-ΔΔCT^. The primers used in this study are listed in Table S4.

**Supplemental Tables**

**Table S1. List of primer sequences for constructing adenovirus YTHDF1 knockdown or overexpression vectors**

| Names | Sequences (5' to 3') | |
| --- | --- | --- |
| NC (negative control) | forward | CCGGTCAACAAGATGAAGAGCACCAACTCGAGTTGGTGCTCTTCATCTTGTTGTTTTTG |
|  | reverse | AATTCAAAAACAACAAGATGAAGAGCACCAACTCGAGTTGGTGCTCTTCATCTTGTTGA |
| YTHDF1-sh1 | forward | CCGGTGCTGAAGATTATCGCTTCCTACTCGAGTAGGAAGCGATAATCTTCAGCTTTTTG |
|  | reverse | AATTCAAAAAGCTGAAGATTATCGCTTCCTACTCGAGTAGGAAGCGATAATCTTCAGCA |
| YTHDF1-sh2 | forward | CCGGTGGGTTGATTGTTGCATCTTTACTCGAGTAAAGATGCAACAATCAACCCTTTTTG |
|  | reverse | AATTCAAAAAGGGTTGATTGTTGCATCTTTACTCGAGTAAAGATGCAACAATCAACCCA |
| YTHDF1-sh3 | forward | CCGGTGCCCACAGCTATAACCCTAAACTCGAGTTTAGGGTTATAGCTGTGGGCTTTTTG |
|  | reverse | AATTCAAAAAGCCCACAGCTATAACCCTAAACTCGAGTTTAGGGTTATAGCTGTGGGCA |
| OE-YTHDF1 | forward | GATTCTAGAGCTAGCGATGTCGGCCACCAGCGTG |
|  | reverse | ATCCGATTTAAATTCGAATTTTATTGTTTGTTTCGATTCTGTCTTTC |

**Table S2. List of siRNA target sequences**

| Names | Sequences (5' to 3') |
| --- | --- |
| si-NC | UAAUGUAUUGGAACGCAUA |
| si*p53*-1 | CCACUUGAUGGAGAGUAUU |
| si*p53*-2 | GAAUGAGGCCUUAGAGUUA |
| si*Mettl3*-1 | CCUCAGUGGAUCUGUUGUG |
| si*Mettl3*-2 | GCACAUCCUACUCUUGUAA |
| si*Mettl3*-3 | CCGCAAGAUUGAGUUAUUU |

**Table S3. List of antibodes used in Western-blots.**

| Antibodies | Identifier | Dilution rate | Source |
| --- | --- | --- | --- |
| YTHDF1 | No. 17479-1-AP | 1:2000 | Proteintech |
| YTHDF2 | No. 24744-1- AP | 1:2000 | Proteintech |
| YTHDF3 | No. sc-377119 | 1:500 | Proteintech |
| p53 | No. 60283-2-Ig | 1:10000 | Proteintech |
| SLC7A11 | No. T57046 | 1:1000 | Abmart |
| GPX4 | No. T56959 | 1:500 | Abmart |
| β-actin | AF7018 | 1:4000 | Affinity Biosciences |

**Table S4. List of primer sequences in RT-qPCR**

| Name | Sequence(5'to3') | |
| --- | --- | --- |
| *Ythdf1* (Mus) | forward | CACAGTGACTCCCTCAACAAG |
|  | reverse | AGGTGGTAACATCCCCAATCTT |
| *p53* (Mus) | forward | TGGAAGGAAATTTGTATCCCGA |
|  | reverse | GTGGATGGTGGTATACTCAGAG |
| *Slc7a11* (Mus) | forward | TGGCGGTGACCTTCTCTGA |
|  | reverse | ACAAAGATCGGGACTGCTAATGA |
| *Gpx4* (Mus) | forward | GATGGAGCCCATTCCTGAACC |
|  | reverse | CCCTGTACTTATCCAGGCAGA |
| *β-actin* (Mus) | forward | GCTATGTTGCTCTAGACTTCG |
|  | reverse | GGATTCCATACCCAAGAAGG |

**Table S5. List of antibodies used in immunofluorescent staining**

| Antibodies | Identifier | Dilution rate | Source |
| --- | --- | --- | --- |
| YTHDF1 | No. 17479-1-AP | 1:500 | Proteintech |
| Goat Anti-Rabbit IgG (H+L) TRITC-conjugated | #S0015 | 1:200 | Affinity Biosciences |

**Supplemental Figures and Figure Legends.**

**Supplemental Figure S1:**

**
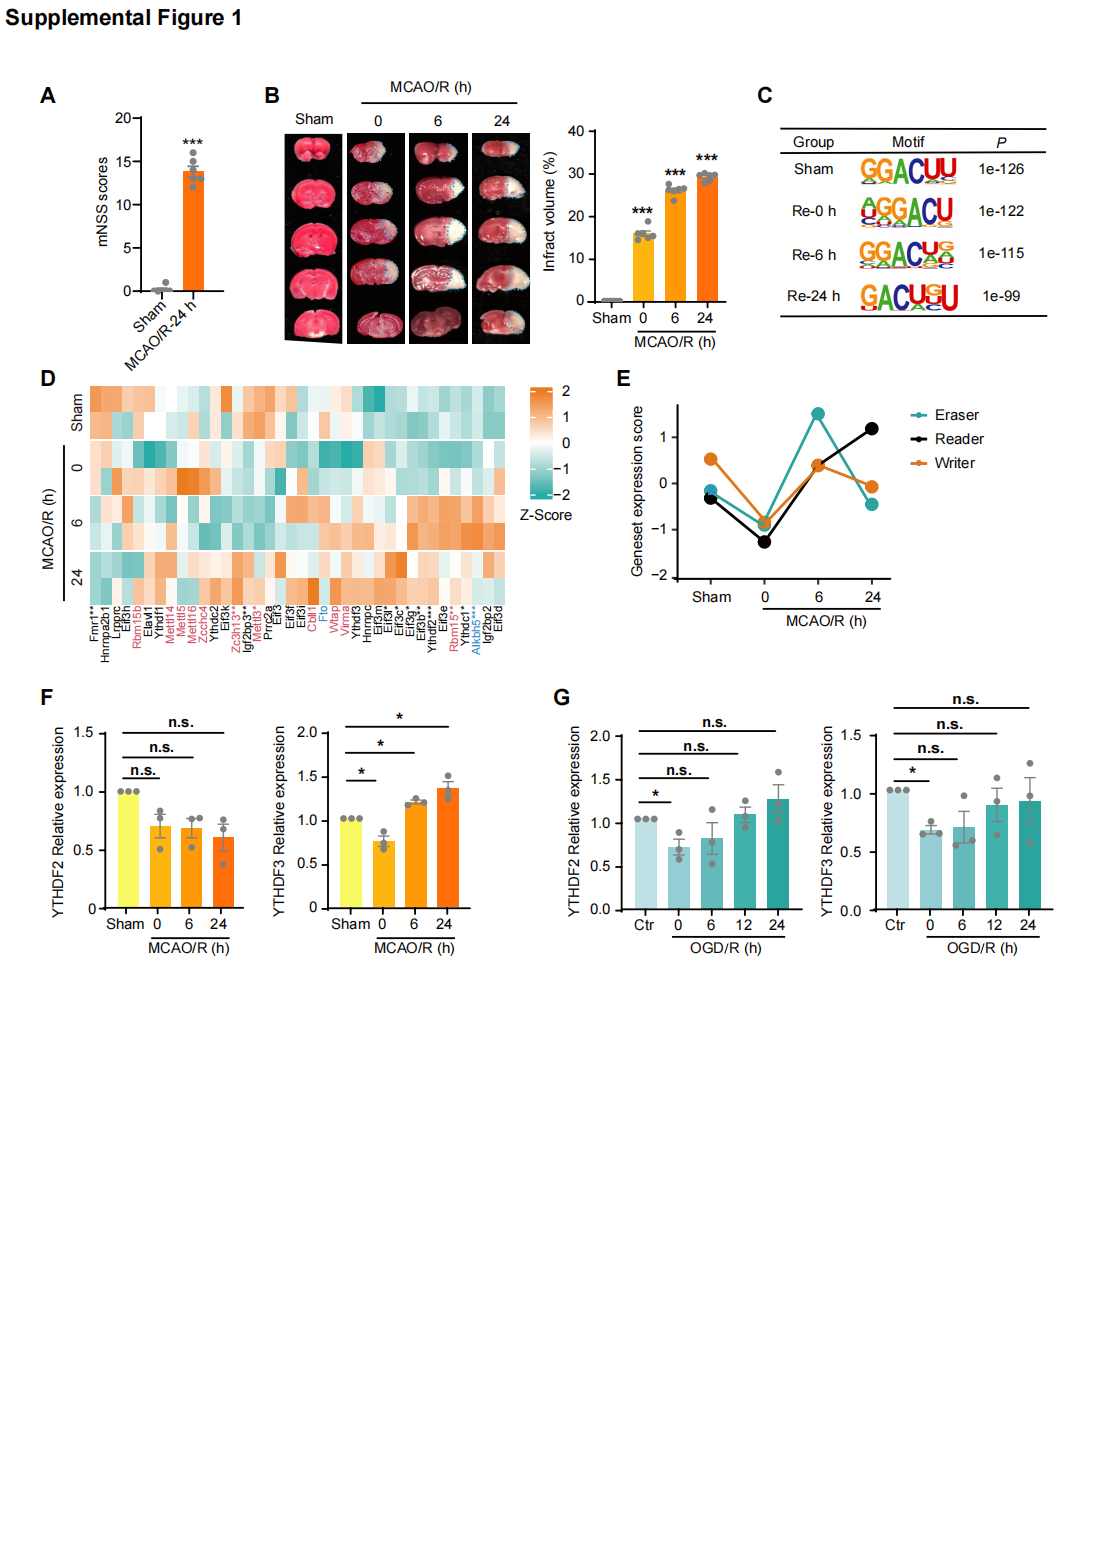
**

**Figure S1. Supplemental figure for Figure 1. Dynamic expression of m^6^A regulator proteins in the peri-infarct tissue of MCAO/R.** (A) mNSS behavioral scores were used to evaluate the neurological impairment in MCAO/R-24 h mice. Data were presented as means ± s.e.m. (****P*<0.001 versus Sham group, n=6 animals). (B) Representative images of 2, 3, 5-triphenyltetrazolium chloride (TTC) stained brain slices to evaluate cerebral infarct volume (enclosed areas represent infarction) and infarct volume quantification in MCAO/R-0/6/24 h mice. Data were expressed as means ± s.e.m. ****P*<0.001 versus Sham group, n=6 animals. (C) Top enriched 6nt-motifs within the m^6^A peaks in Sham and MCAO/R-0/6/24 h groups. (D) RNA expression Z-score of m^6^A reader (25 proteins), writer (11 proteins), and eraser (2 proteins) in Sham and MCAO/R-0/6/24 h groups. Asterisk (**P*<0.05, ***P*<0.01, or ****P*<0.001) next to the protein names indicate significant changes. (E) Gene Set Enrichment Analysis (GSEA) scores of m^6^A regulator expression in Sham and MCAO/R-0/6/24 h groups. (F) Western-blot quantification of YTHDF2/3 in Fig 1E. (G) Western-blot quantification of YTHDF2/3 in Fig 1F. Data were expressed as means ± s.e.m. * *P*<0.05, ** *P*<0.01, or ****P*<0.001 versus Sham group. n=3 animals in each group.

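As a count without a motif finder, each word of 6 nt was ranked by its frequency in the exonic sequence of the peaks over that in the control windows of the same genes, among the words found at least 1000 times in the peaks of a group. GGACUU ranked 3 of 2496 words in Sham with a ratio of 1.85, 8 of 2821 in MCAO/R-0 h with a ratio of 1.78, 3 of 2811 in MCAO/R-6 h with a ratio of 1.83 and 8 of 2643 in MCAO/R-24 h with a ratio of 1.78. The word with the highest ratio was UGGACU in Sham, with a ratio of 1.99, and AAAGAC in the MCAO/R groups, with ratios of 1.86 to 1.93. Of the 10 leading words, 6 held a complete RRACH motif in Sham, MCAO/R-0 h and MCAO/R-24 h, and 5 in MCAO/R-6 h. This count was chosen after the lists were seen, and each group pools its 2 libraries in it, so no error is given.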

**Supplemental Figure S2:**

**
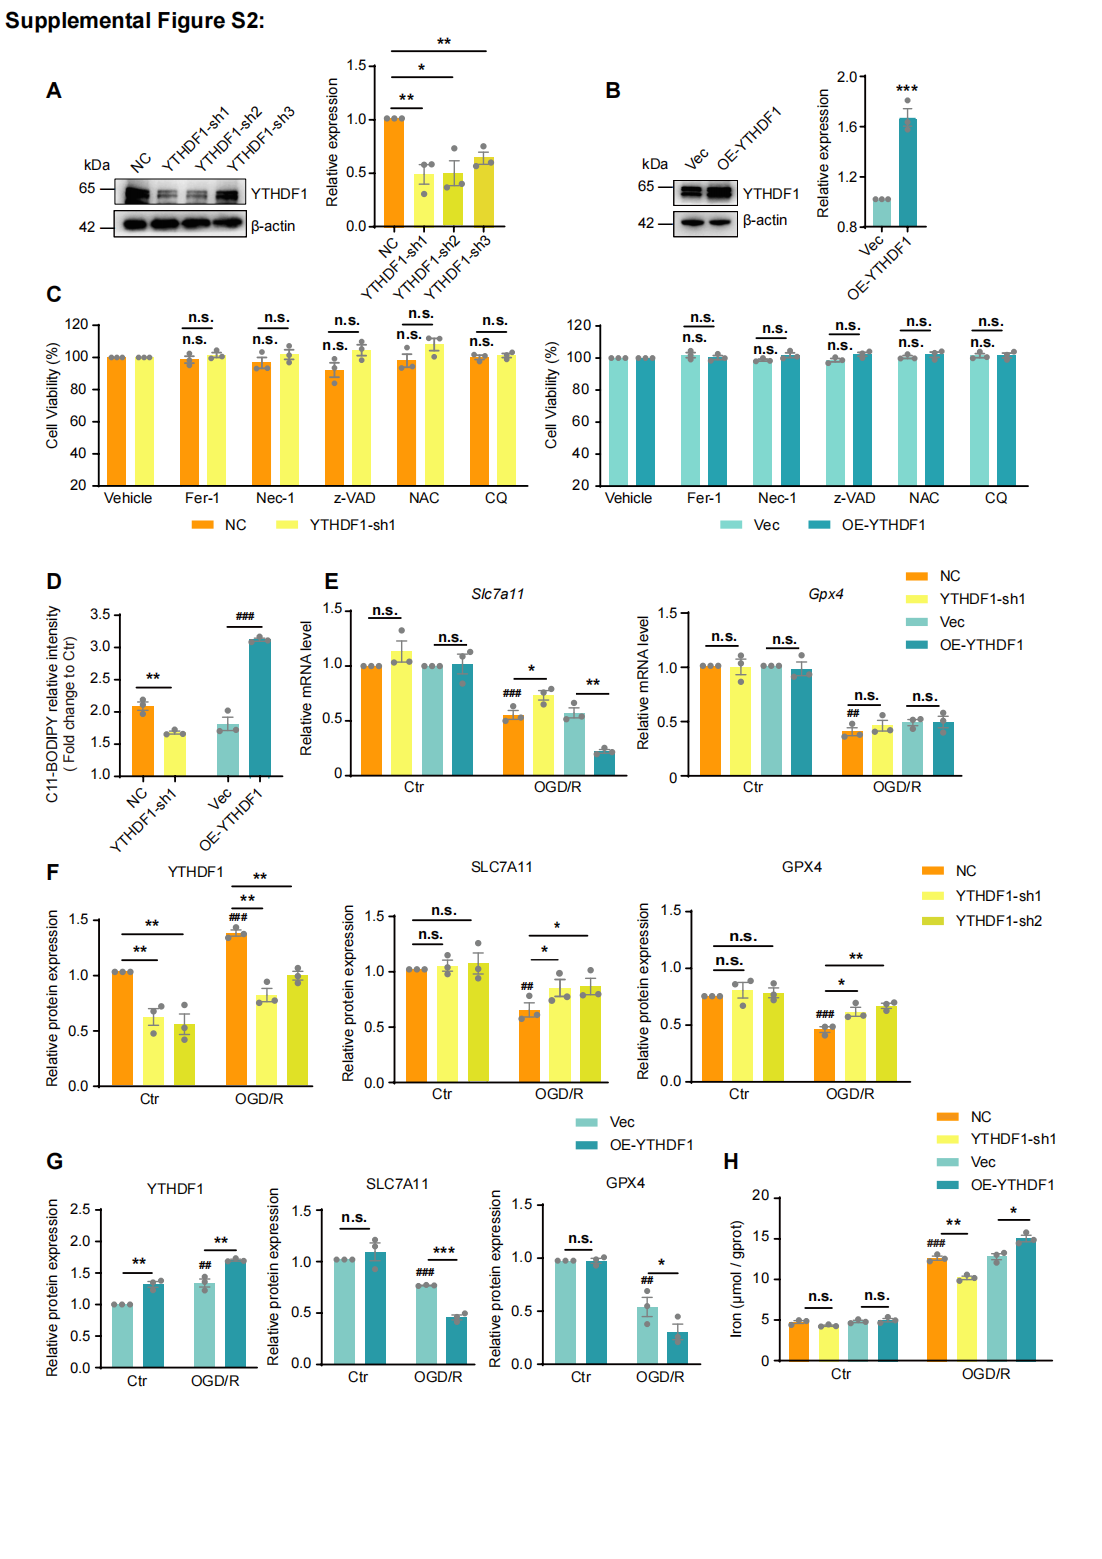
**

**Figure S2. Supplemental figure for Figure 2. Inhibiting or enhancing YTHDF1 expression induces bidirectional changes in SLC7A11 and GPX4 expression and ferroptosis pathway.** (A) Western-blots and quantification of YTHDF1 in HT22 transfected with NC or YTHDF1-sh1/sh2/sh3. Data were presented as means ± s.e.m. * *P*<0.05, ** *P*<0.01 versus NC group. n=3 experiments. All three shRNAs effectively reduced YTHDF1 expression. (B) Western-blots and quantification of YTHDF1 in HT22 transfected with Vec (empty vector) or OE-YTHDF1. Data were presented as means ± s.e.m. ****P*<0.001 versus Vec group. n=3 experiments. (C) Cell viability of HT22 cells treated with Fer-1, Nec-1, Z-VAD, NAC, and CQ upon KD-YTHDF1 or OE-YTHDF1. Data were expressed as means ± s.e.m. (n=3 experiments). (D) Quantification of lipid peroxidation detection experiments in Fig 2D. Data were expressed as means ± s.e.m. ***P*<0.05 versus NC group. ###*P*<0.001 versus Vec group. n=3 experiments. (E) Quantification of *Slc7a11* and *Gpx4* mRNA in KD-YTHDF1 or OE-YTHDF1 in control and OGD/R HT22 cells. Data were expressed as means ± s.e.m. * *P*<0.05, ** *P*<0.01 versus NC group or Vec group. ##*P*<0.01, ###*P*<0.001 versus NC + Ctr group. n=3 experiments. (F, G) Quantification of normalized YTHDF1, SLC7A11, and GPX4 expression in Fig 2E. Data are presented as means ± s.e.m. * *P*<0.05, ** *P*<0.01, *** *P*<0.001 versus NC group or Vec group. ##*P*<0.01, ###*P*<0.001 versus NC + Ctr group. n=3 experiments. (H) Quantification of Fe^2+^ in KD-YTHDF1 or OE-YTHDF1 HT22 cells subjected to OGD/R. Data were expressed as means ± s.e.m. * *P*<0.05, ** *P*<0.01 versus NC group or Vec group. ###*P*<0.001 versus NC + Ctr group. n=3 experiments.

**Supplemental Figure S3:**

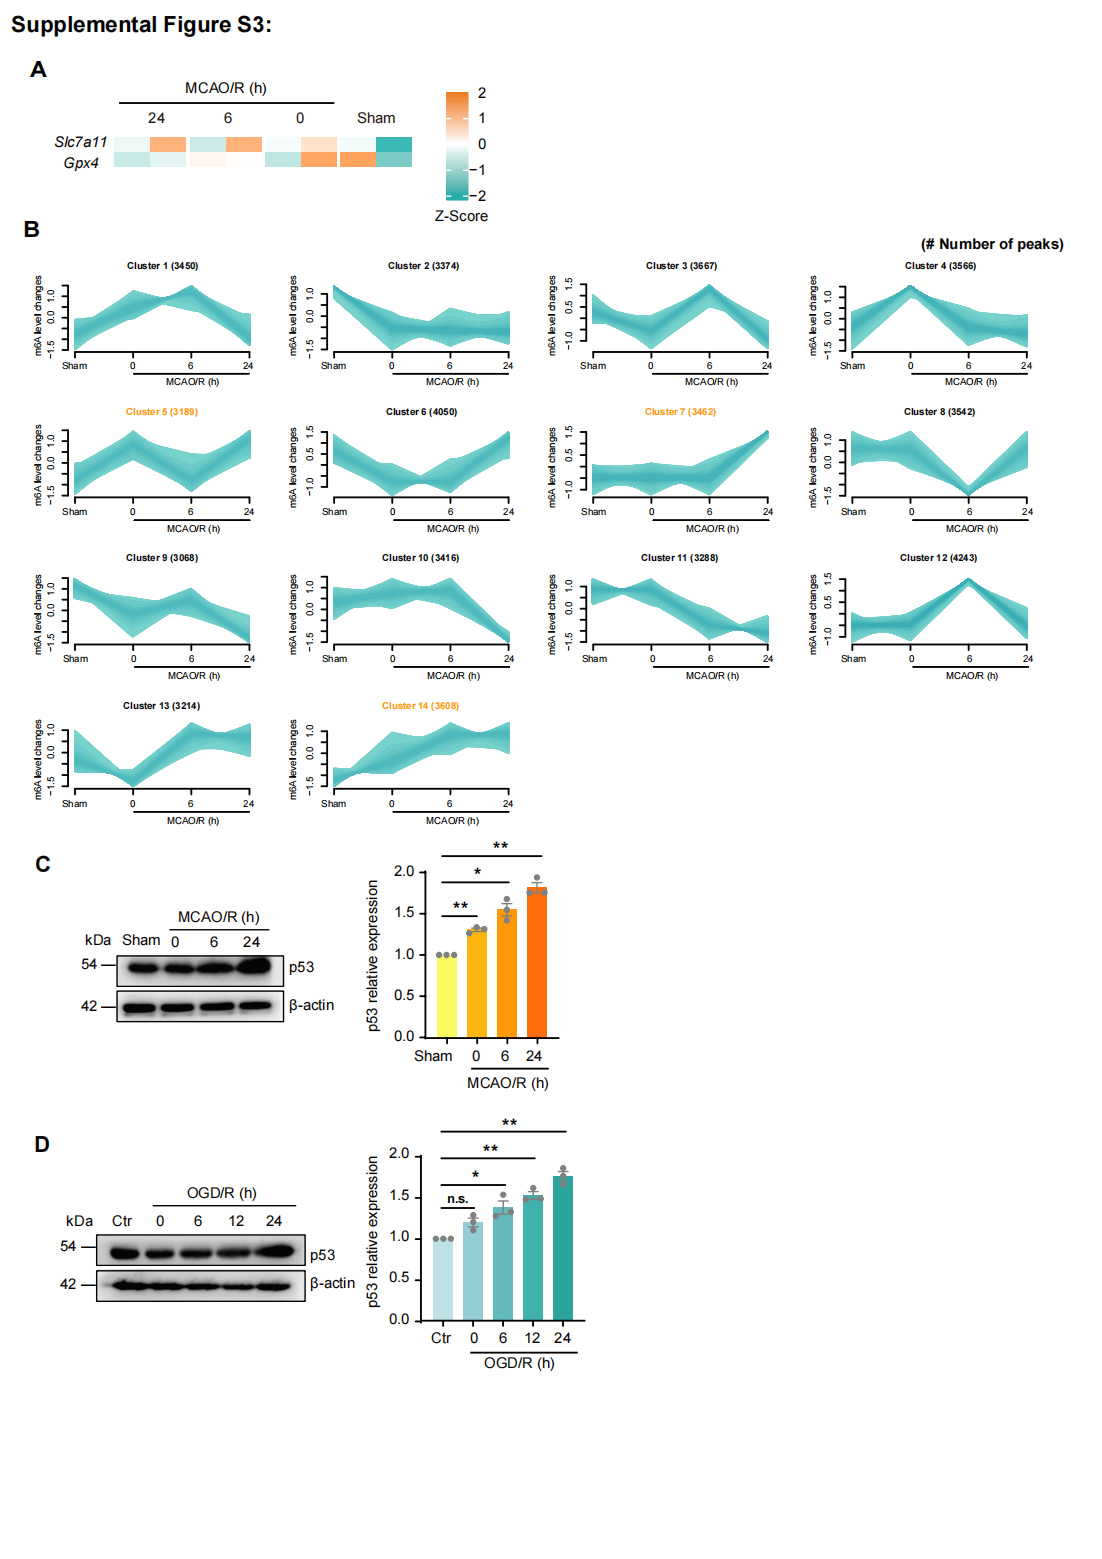

**Figure S3. Supplemental figure for Figure 3.** (A) Heat maps of changes in m^6^A modification levels for *Slc7a11* and *Gpx4* mRNA. (B) Fourteen clusters of genes were identified based on the temporal expression profile of their m^6^A methylation changes (see materials and methods). (C) Representative Western-blots and quantification of p53 protein in peri-infarct tissue post-MCAO/R. Data were expressed as means ± s.e.m. * *P*<0.05, ** *P*<0.01 versus Sham group. n=3 animals in each group. (D) Representative Western-blots and quantification of p53 protein in HT22 cells post-OGD/R. Data were expressed as means ± s.e.m. * *P*<0.05, ** *P*<0.01 versus Ctr group. n=3 experiments.

**Supplemental Figure S4:**

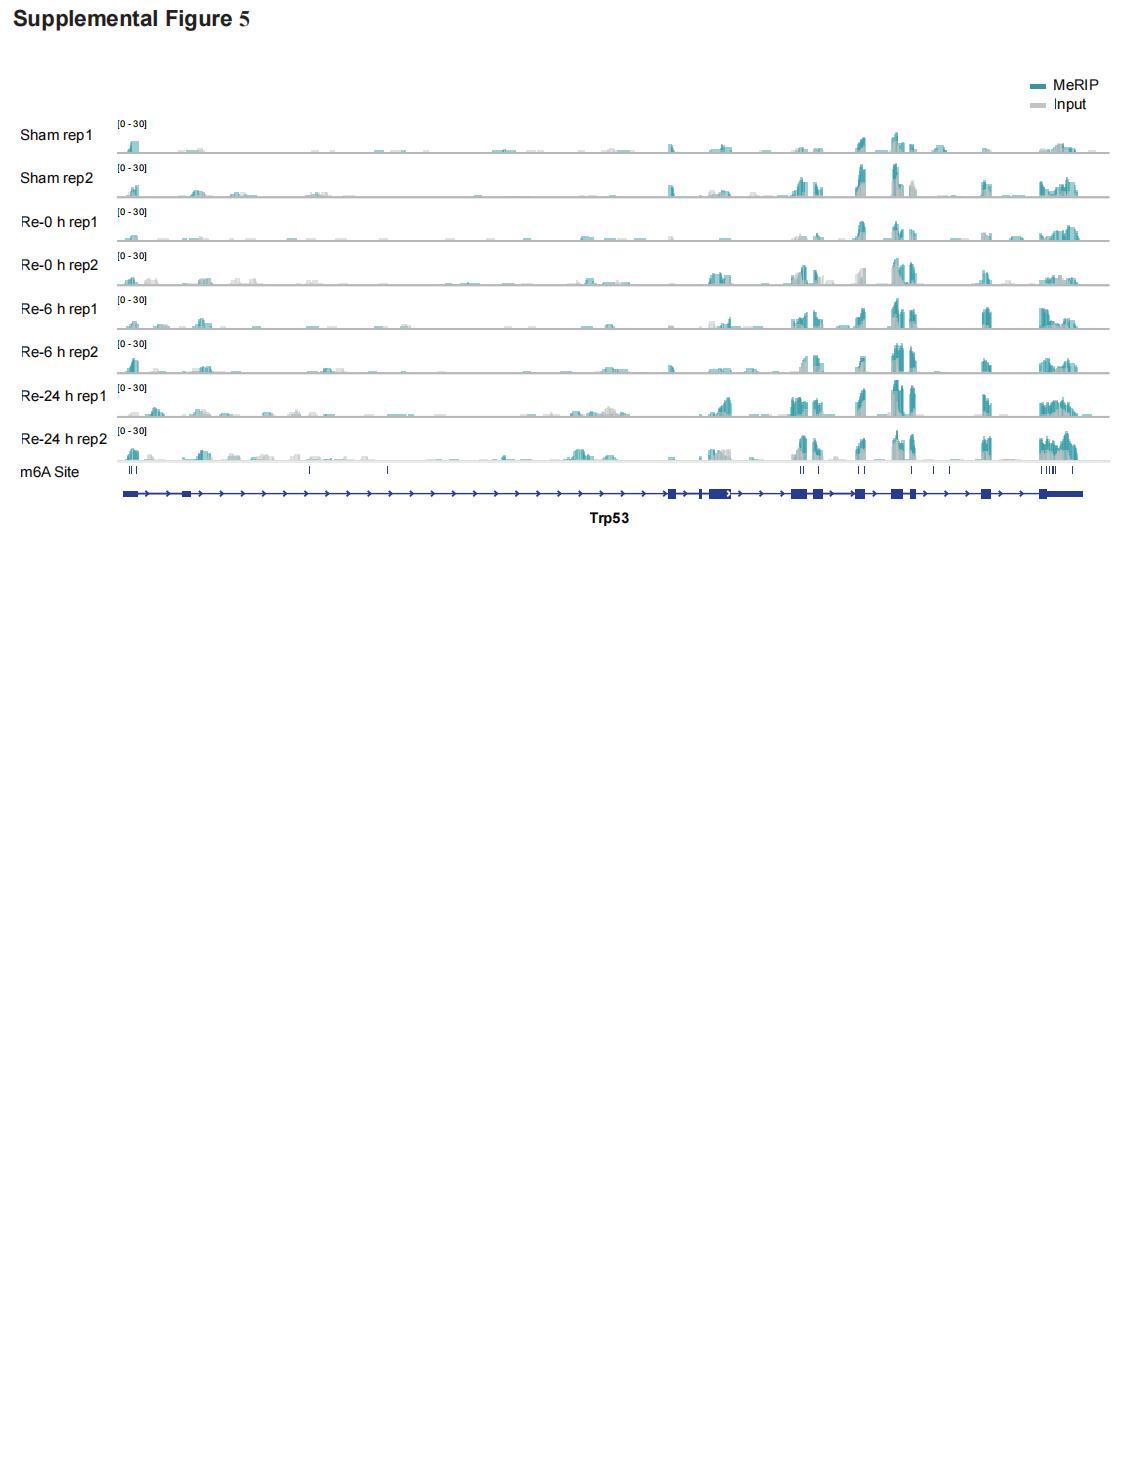

**Figure S4. Supplemental figure for Figure 3. Hypermethylated p53 mRNA after MCAO/R.** IGV view of MeRIP-seq read coverages of p53 (RNA input coverages in grey, m^6^A-IP coverages in blue) in Sham group and MCAO/R groups at different time points. n=2 experiments.

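The deposited peak of MCAO/R-24 h replicate 2 in *Trp53* covers the sequence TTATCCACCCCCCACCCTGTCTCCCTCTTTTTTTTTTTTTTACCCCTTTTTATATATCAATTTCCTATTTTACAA near the end of the 3' UTR, and that of MCAO/R-0 h replicate 1 covers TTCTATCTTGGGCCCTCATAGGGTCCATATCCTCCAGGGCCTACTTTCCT. Both are given in the sense of the mRNA, with T for U. Their centres lie 387 and 300 nt downstream of the first base of the stop codon. Each of the *Trp53* peaks held 0 RRACH sites. The 5' UTR peak of *Gsk3b* that was found in all 8 lists also held 0 in each list. In *Slc7a11* the peaks of 50 nt, in MCAO/R-0 h replicate 1 and MCAO/R-6 h replicate 1, held 0. The longer *Slc7a11* peaks of the other lists held 2 to 6. A count of 0 is thus not peculiar to *Trp53* and cannot decide whether its peaks carry m6A.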

**Supplemental Figure S5:**

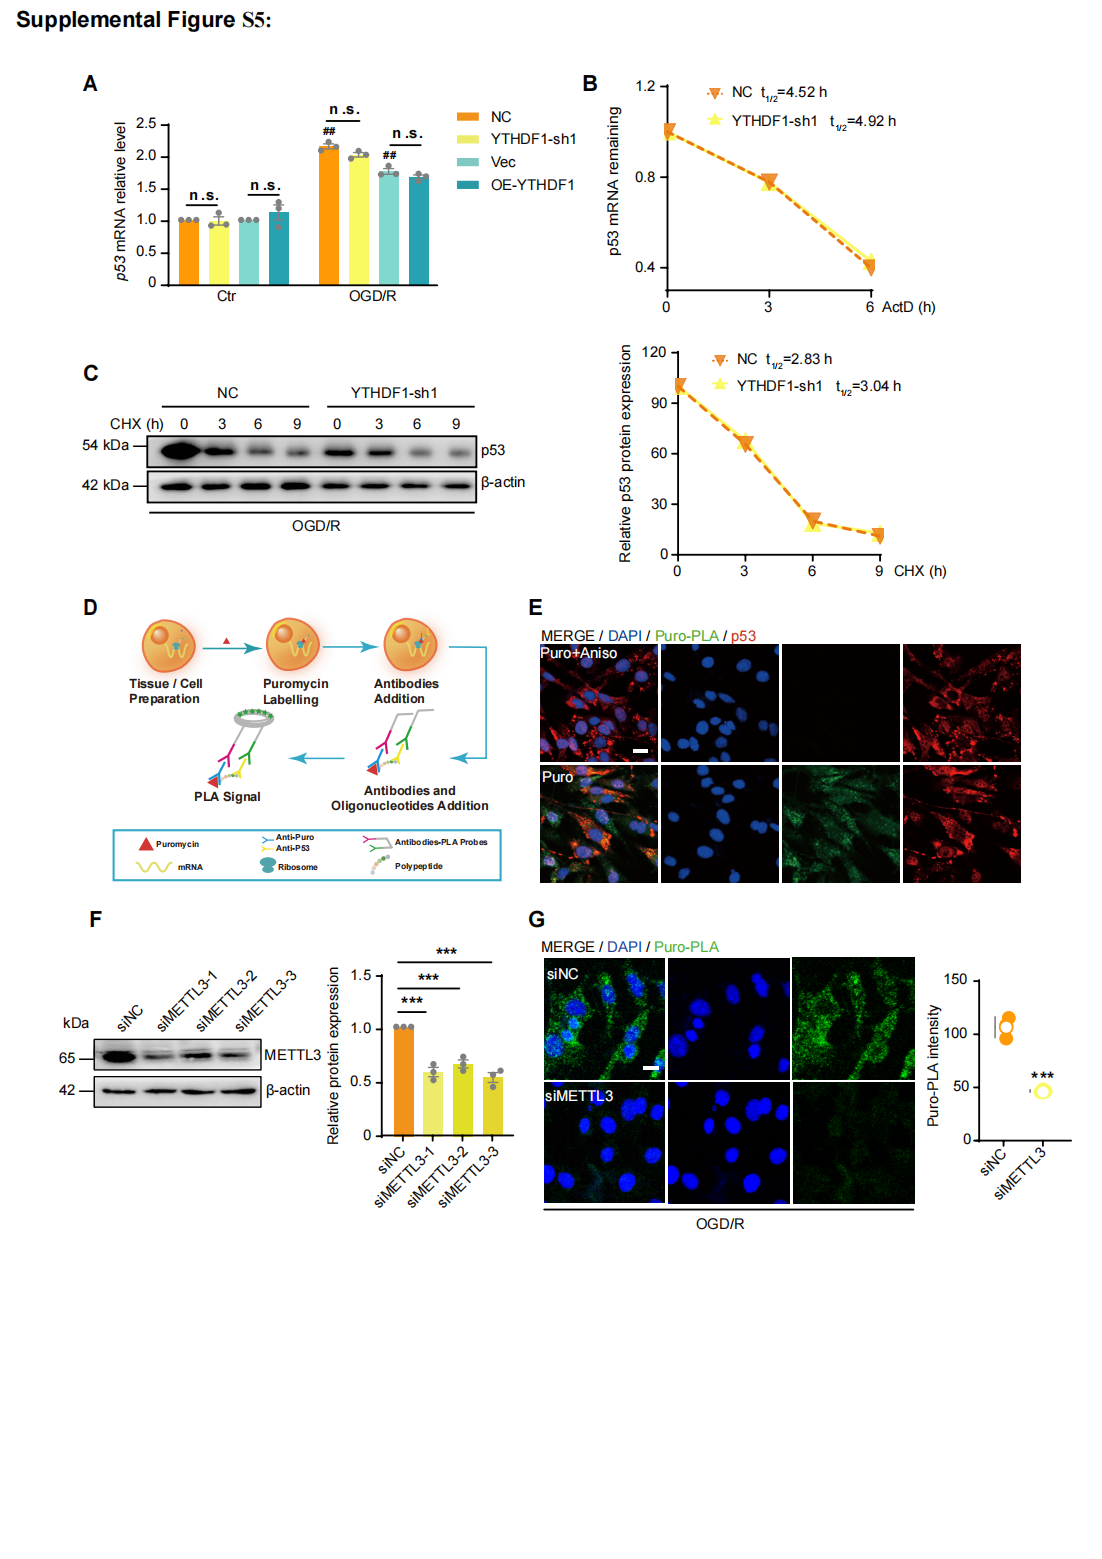

**Figure S5. Supplemental figure for Figure 4.** (A) *p53* mRNA levels in HT22 with YTHDF1 KD or OE with or without OGD/R. Data were expressed as means ± s.e.m. ##*P*<0.01 versus NC or Vec group. n=3 experiments. (B) *p53* mRNA degradation curve in HT22 cells with YTHDF1 KD and OGD/R. (C) Western-blots and quantification of p53 protein in HT22 cells with YTHDF1 KD and OGD/R. Data were expressed as means ± s.e.m. n=3 experiments. None of the above was affected by YTHDF1 KD or OE. (D) A schematic diagram of the Puro-PLA method (see Material and methods). (E) Confocal images of newly synthesized p53 protein with 10 min puromycin incubation (Puro-PLA signal in green, p53 immunostaining in red) in the presence (top row) or absence (bottom row) of the protein synthesis inhibitor Anisomycin (60 μM). Scale = 10 μm. Note that no Puro-PLA signal was observed in Anisomycin-treated cells. (F) Western-blot and quantification of METTL3 protein in HT22 transfected with siNC or siMETTL3-1/2/3. Data were expressed as means ± s.e.m. ****P*<0.001 versus siNC group. n=3. All three siMETTL3s successfully reduced METTL3 protein in HT22 cells. (G) Puro-PLA images detected the p53 translation in HT22 cells with siMETTL3 and OGD/R. Scale bar = 10 μm. Data were expressed as means ± s.e.m. ****P*<0.001 versus siNC group. n=3 experiments.

**Supplemental Figure S6:**

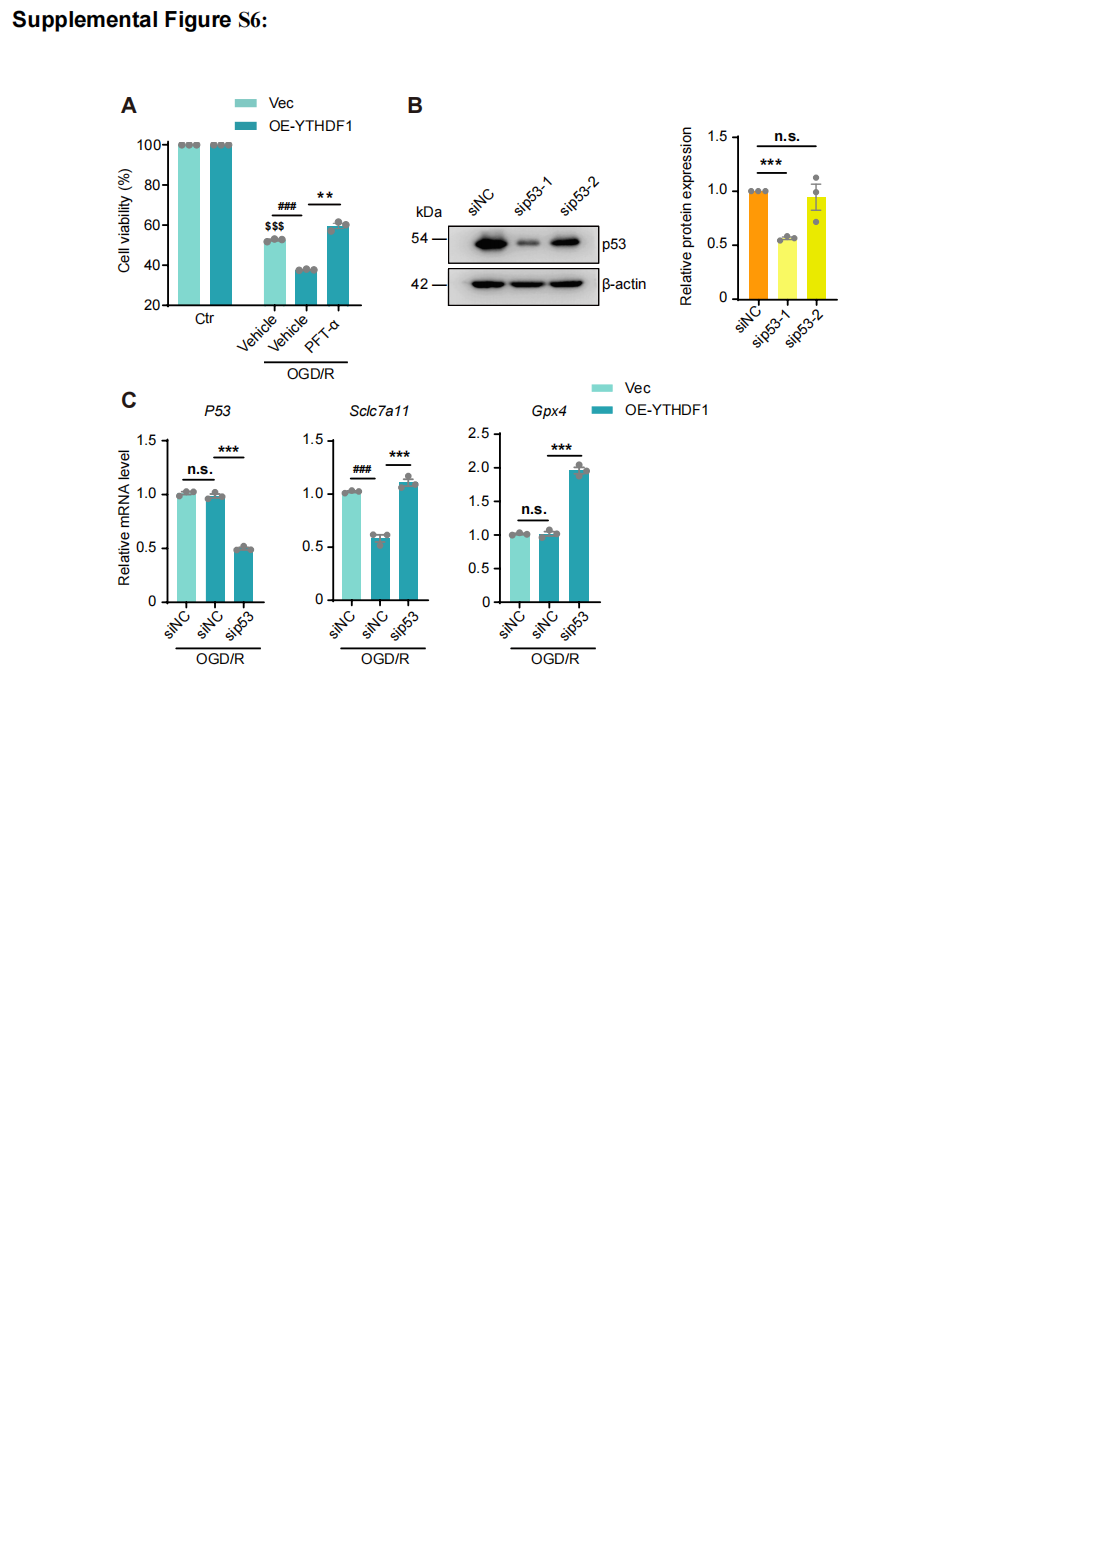

**Figure S6. Supplemental figure for Figure 5. Inhibiting p53 revoked YTHDF1 regulation of SLC7A11 and GPX4 expression post-OGD/R.** (A) Cell viability in YTHDF1-OE HT22 cells treated with Pifithrin-α (PFT-α, 2 μM; inhibits p53 transcription activity) during OGD/R. Data were expressed as means ± s.e.m. ***P* < 0.01 versus OGD/R and Vehicle group. ###*P*<0.001 versus Vec group. $$$*P*<0.001 versus Ctr group. n=3 experiments. (B) Western-blots and quantification of p53 in HT22 transfected with siNC or sip53-1/2. Data were expressed as means ± s.e.m. ****P*<0.001 versus siNC group. n=3 experiments. (C) Quantification of *p53*, *Slc7a11* and *Gpx4* mRNA in YTHDF1-OE HT22 cells post-OGD/R. Data were expressed as means ± s.e.m. ****P*<0.001 versus siNC group. ###*P*<0.001 versus Vec group, n=3 experiments.

**Supplemental Figure S7:**

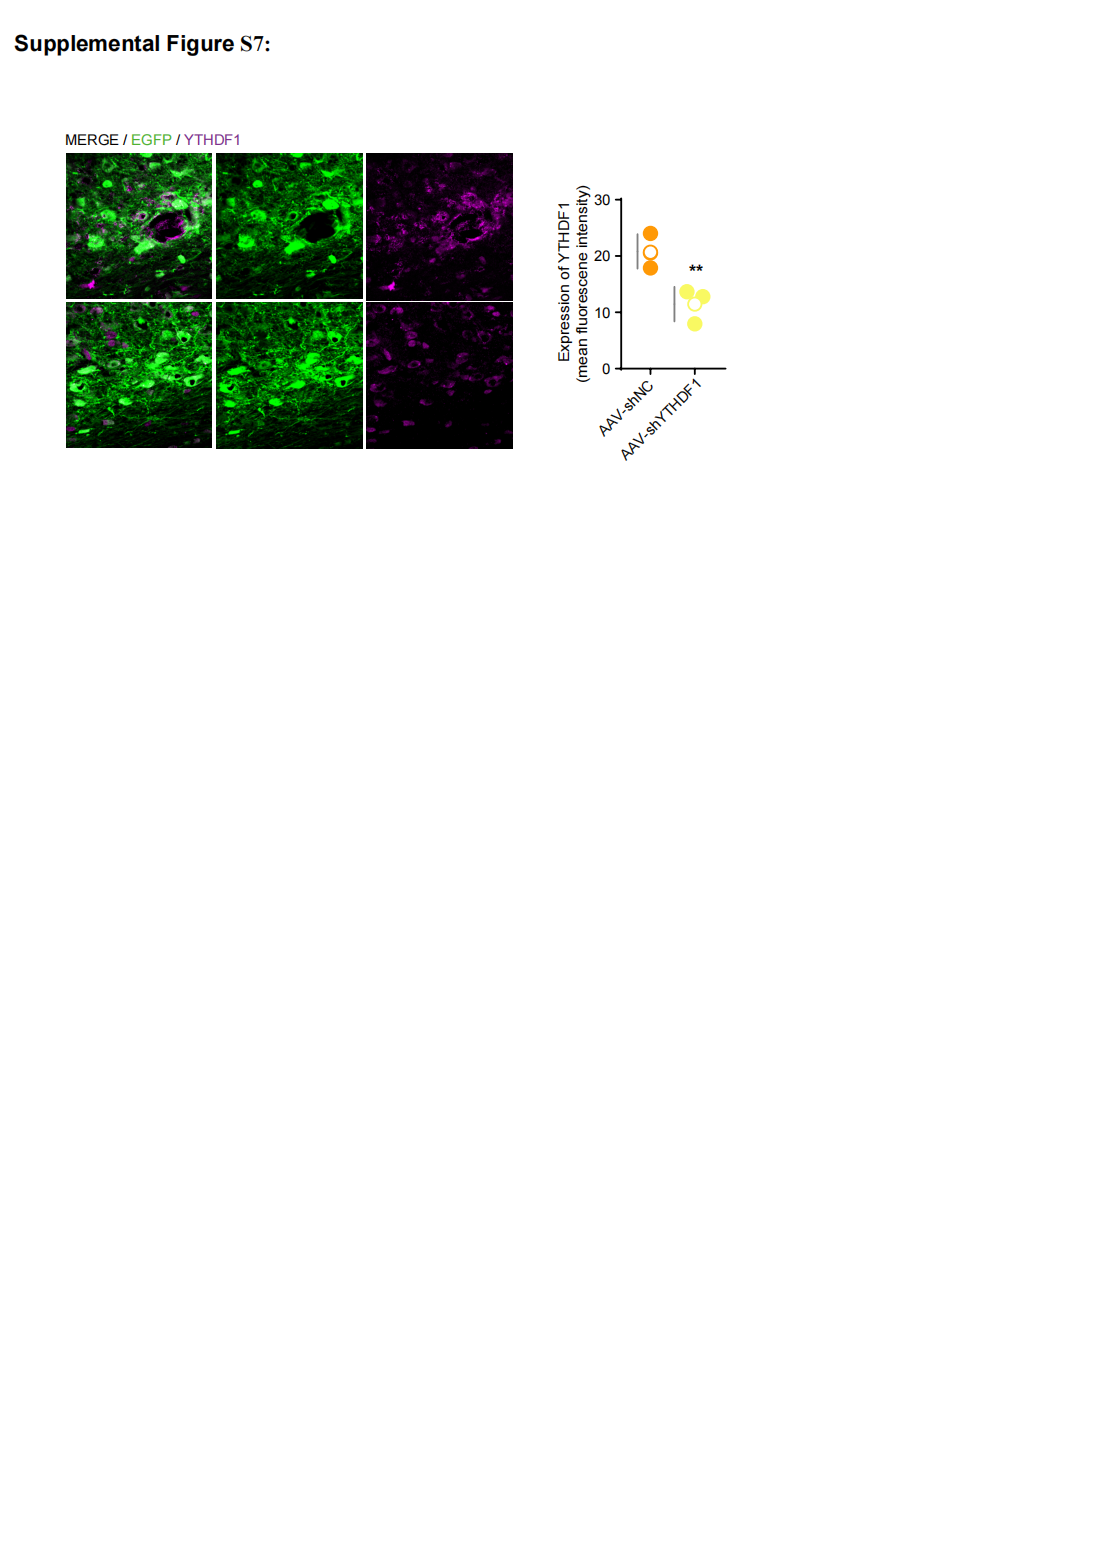

**Figure S7. Supplemental figure for Figure 6. Validation of neuronal YTHDF1 expression in AAV-shYTHDF1 infected cortical cortex tissue.** Immunofluorescence images of the mouse cerebral cortex 3 weeks after AAV-shYTHDF1 injection. YTHDF1 (Magenta) and EGFP (Green) were detected. Scale bar = 50 μm. Data were expressed as means ± s.e.m. ***P*<0.01 versus AAV-shNC group. n=3 animals per group.

How the deposited data were processed for this re-analysis (not part of the article)

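The data are the m6A peak lists of 8 MeRIP-seq IP libraries of mouse peri-infarct cortex, 2 each of Sham, MCAO/R-0 h, MCAO/R-6 h and MCAO/R-24 h. The paper gives 6 mice per surgery group and 2 replicates of sequencing. The 8 input libraries were not analysed here, so RNA abundance, the IP to input ratio and the pathway scores built from them were not recomputed.

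The authors trimmed the reads with Trim Galore 0.6.7, aligned them to GRCm39 with HISAT2 2.2.1, removed unmapped and multi-mapped reads with samtools and called peaks with exomePeak2 at a p-value cutoff of 0.05 and a log2 fold change cutoff of 0.5. The paper's text does not state the version of the peak caller or whether replicates were pooled for a call; 1 list per IP library was deposited. The value of each peak in the deposited lists is a score, assigned by the authors' peak caller on a scale that the paper's text does not define. It was used only to rank or filter peaks within a list. The lists hold no counts, so the depth of the libraries is unknown and no interval for counting error can be given; the precision comes from the 2 replicates.

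From there, all steps used Python 3.11.15 with numpy 2.4.6, scipy 1.17.1 and matplotlib 3.10.9. Gene models were GENCODE M39 on GRCm39, a later release than the VM30 that the authors name for gene counts. The lists have 12 columns and 1 block per line, also where a peak crosses introns. A peak was assigned to the gene on its strand with the most exonic overlap, and its exonic part was taken from the exons of the basic protein-coding transcripts of that gene, without readthrough transcripts and without those that the annotation tags as TAGENE where others exist, or of all its transcripts where there were none. This set of exons was chosen from the annotation, before the lengths of the rebuilt peaks were checked. Tested on 35457 simulated peaks of known exons, 92.8% of the peaks across introns were rebuilt exactly and 99.3% were given their own gene. In that simulation of MCAO/R-24 h against Sham, 198 of 200 planted gained regions and 200 of 200 planted lost regions were called. Each planted region was put in both lists of one side and in neither of the other. Their recovery therefore checks the joining of peaks, and not how many real changes would be found. Of the 6000 unchanged simulated regions, detected with a probability of 0.7 in each list, 248 were called gained and 264 lost, where 264.6 are expected each way by chance.

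Peaks were joined into regions by at least 1 shared exonic base on the same strand. Distances to the stop codon used the transcript with the longest coding sequence of each protein-coding gene and a window of 200 nt, with even placement along the same transcripts as the expected share. RRACH sites were compared with randomly placed control windows on the same genes (fixed seed). The 4 groups were compared by exact permutation over every division into 4 pairs, one-sided towards a larger difference, with Benjamini-Hochberg adjustment over the 6 transcript regions. Enrichments over expectation were tested by two-sided exact sign flips over the 8 libraries. On 1000 simulated sets of values without a group effect, 4.7% had p under 0.05 in the grouping test. Gained and lost regions were counted without a test and set beside the other 2 splits of the same 4 libraries.

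The comparisons, the tests and most alternatives were fixed before the data were examined, apart from the measure for comparing the groups near the stop codon. The counts of 6-nt words, the profile around the stop codon in steps of 50 nt, the results by score and by number of lists, and the comparison of all pairs of libraries were chosen after the lists were seen. The alternatives were leaving out each library, taking the same number of peaks from every list (the 18775 highest-scoring), keeping the higher-scoring 50% of each list, permuting within replicate numbers (replicate block), and other definitions of the transcript region, the window, the transcript, the motif, its control, the overlap and the joining of peaks. The genes named were fixed by rule: the genes for which the paper states an m6A or RNA result in MCAO/R, those in bold in Fig. 3B, and the 5 protein-coding genes with the highest-ranking gained region and the 5 with the highest-ranking lost region in MCAO/R-24 h, ranked by the lower of the score percentiles in the 2 lists.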

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

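The regions in this part are in genes outside those the paper discusses, and were present in both MCAO/R-24 h lists and absent from both Sham lists. The test by genes without a Sham peak was chosen after its result was seen. Samples in groups of 2 are too few to look for outlying libraries.

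The 5 genes with the highest-ranking gained regions in MCAO/R-24 h were *Sema3a* (chromosome 5, 13647486 to 13649390, CDS), *Gigyf2* (chromosome 1, 87352861 to 87360919, CDS), *Mroh5* (chromosome 15, 73702735 to 73711493, 5' UTR), *Lzts1* (chromosome 8, 69591713 to 69593521, CDS) and *Rhoj* (chromosome 12, 75447172 to 75447796, 3' UTR). In the list where it ranked lower, the region of *Sema3a* scored above 95.6% of the peaks, that of *Gigyf2* above 93.7%, that of *Mroh5* above 89.5%, that of *Lzts1* above 89.4% and that of *Rhoj* above 89.3%. *Rhoj* held peaks in 4 lists, both of MCAO/R-6 h and both of MCAO/R-24 h, and none in the Sham or MCAO/R-0 h lists.

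Which peaks are called by chance is a candidate explanation. On the other 2 splits of the same 4 libraries, up to 18 protein-coding genes had a region at as high a rank in both lists of one side only, against 5 gained and 25 lost by group. Peak edges that differ between lists are a candidate cause for part of the list: the nearest Sham peak lay 51 nt of exon away in *Lzts1*, 101 nt in *Sema3a* and 150 nt in *Gigyf2*, while *Mroh5* and *Rhoj* held no Sham peak. Over all gained regions 13.6% had a Sham peak within 100 nt, between the values set in advance for and against this cause, and for this part differing edges cannot be told apart from a gain. They are unlikely to account for all gained regions, since 29.9% lay in genes without a Sham peak, where no edge can differ. A change in the amount of the mRNA after reperfusion, which alters whether a peak can be called, stays open and was not tested, as does a change in methylation.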

How the results depend on the processing

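The alternative with covered exonic bases in the Jaccard index, that with genes lacking any Sham peak and that with the log2 ratio in place of the share near the stop codon were chosen after seeing the data. The others were set beforehand.

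The enrichment near the stop codon and that of RRACH kept their direction and p = 0.00781 (exact sign-flip permutation test) with the higher-scoring 50% of each list, the same number of peaks and each other definition run. Leaving out 1 library gave values without a test, which moved by less than the spread between replicates. The larger mean similarity of replicates kept its direction and stayed past the threshold under every alternative that has a test, with covered exonic bases included. With 1 library left out, values without a test, the difference of 0.0133 stayed positive. It ranged from 0.00846 without MCAO/R-6 h replicate 1 to 0.0176 without Sham replicate 2. The tests of a difference between the groups in the 6 transcript regions and in RRACH stayed on the same side of the threshold under the alternatives run. For peak number, p was 0.381 for peaks found in both libraries of a group (one-sided exact permutation test). Keeping the higher-scoring 50% takes the same fraction of every list, and merging overlapping peaks of one list changes the mean only to 21186, so these 2 say nothing on that test.

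The difference between the groups in the share of centres near the stop codon did not. Its p of 0.0190 rose to 0.276 with the same number of peaks in every list, 0.371 with the higher-scoring 50%, 0.314 within 100 nt, 0.0571 with the longest transcript and 0.0857 with the log2 ratio to even placement (one-sided exact permutation tests). The cause was not tested. The excess of the distance between over within groups in the distribution along the transcript reversed from -0.00126 to 0.000803 with the higher-scoring 50%, with p = 0.524 and p = 0.419 (one-sided exact permutation tests). It was also positive with either MCAO/R-0 h library left out, at 0.00544 without replicate 1 and 0.00290 without replicate 2, and from -0.00495 to -0.00130 with each other library left out, values without a test. The cause was not tested.

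Mean peak number was 10598 with the higher-scoring 50% of each list and 11452 for peaks found in both libraries, by construction. Mean shares moved by more than the spread between replicates as follows. With the higher-scoring 50%, the share was 56.6% in CDS, 33.6% in 3' UTR, 3.78% in 5' UTR, 5.96% in non-coding exons and 0% in introns. With the same number of peaks it was 4.78% in 5' UTR and 7.96% in non-coding exons. With 3' UTR and 5' UTR before CDS it was 45.2% in CDS, 40.3% in 3' UTR and 5.65% in 5' UTR. With every exonic base counted it was 4.32% in 5' UTR and 10.1% in non-coding exons.

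With the higher-scoring 50%, regions gained and lost numbered 708 and 340 in MCAO/R-0 h, 1030 and 399 in MCAO/R-6 h and 710 and 512 in MCAO/R-24 h, and genes with a gained region 657. Counting genes without any Sham peak gave 570. Under the same number of peaks, reciprocal overlap and joining by whole spans, these counts stayed within 1.5 times. With 1 library left out, a side of the comparison rests on 1 list. Gained regions then ranged from 2483 to 8228 in MCAO/R-0 h, 2904 to 7909 in MCAO/R-6 h and 2162 to 7576 in MCAO/R-24 h. Lost regions ranged from 1165 to 5331, 1364 to 5412 and 1600 to 5954 in the same order, and genes with a gained region from 1899 to 5185. The counts thus depend on requiring both replicates.

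*Trp53* held a peak in 0 lists both with the same number of peaks and with the higher-scoring 50%; with the latter *Slc7a11* held one in 4 lists, *Ncoa4* in 4, *Alkbh5* in 2 and *Pparg* in 0. Under that setting 1 region of *Slc7a11* became gained in MCAO/R-24 h and that of *Cd274* was no longer gained. Without MCAO/R-24 h replicate 1, 1 region of *Trp53* became gained in MCAO/R-24 h, and without MCAO/R-0 h replicate 2, 1 in MCAO/R-0 h. *Ncoa4* had 1 gained and 2 lost regions in MCAO/R-0 h without Sham replicate 2 and 1 gained in MCAO/R-6 h without MCAO/R-6 h replicate 2; its other changes with 1 library left out were 1 or 2 lost regions.

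No clear pairing of the samples by replicate number was seen. Over the 52776 regions, the difference between replicate 2 and replicate 1 correlated between groups at r of 0.00736 to 0.0223 (6 pairs of groups; across regions, which are not independent replicates). Regions in 1 list only, 52.6% of all, lower such a correlation, so it cannot exclude a pairing. With the replicate block (24 groupings, smallest p 0.0417), exact permutation p was 0.208 for peak number, 0.75 to 0.833 after adjustment for the transcript regions, 0.0417 for the share near the stop codon, 0.542 for the distribution, 0.375 for RRACH and 0.0417 for the similarity of replicates (0.0133), so no call changed.

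The unknown depth of the libraries limits every count, since a list does not show whether methylation, expression or reads were lacking where a region is missing. In the lowest 25% of the scores, 24.3% of the peaks were found in the other replicate.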

Differences from the paper's values

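In units of 1000 peaks, the paper states about 8 for each sample and calls them confident. The deposited lists, without a further filter, held a mean of 21.2. Of the alternatives set before the data were examined, keeping the higher-scoring 50% of each list (10.6) and keeping the peaks found in both libraries of a group (11.5) came within 1.5 times the paper's value. Merging overlapping peaks of one list and leaving out each library in turn did not. Other quantities, set beside the gap after seeing the values, lie nearer the paper's number: a list held peaks in a mean of 8416 genes, and 8413 regions were in both Sham lists, 10071 in both MCAO/R-0 h lists, 10588 in both MCAO/R-6 h lists and 9127 in both MCAO/R-24 h lists. The paper's sentence counts peaks per sample and names neither quantity.

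Fig. 3A shows about 2600 genes with higher m6A at 24 h, read by eye, against 1210 genes with a region gained in MCAO/R-24 h here. The measures differ, since the paper's figure rests on abundance and the count here on presence in a list. Of the alternatives set before the data were examined, leaving out Sham replicate 1 (1899 genes) or Sham replicate 2 (2088 genes) came within 1.5 times, and the others did not. Leaving out MCAO/R-24 h replicate 1 (5185 genes) or replicate 2 (4196 genes) went past the paper's value.

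For the Sham group, Fig. 1C shows about 4% of peaks in intergenic sequence and about 1% in introns, read by eye, against 0.0282% and 0% here. None of the alternatives set before the data were examined closed either gap, and none was able to, since each counts a peak by its exonic part and leaves only peaks without an annotated exonic base for these 2 classes. The figure has classes for promoters and immediate downstream sequence that were not used here.

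The paper states that p53 mRNA was hypermethylated in MCAO/R-24 h. In the peak lists, *Trp53* held a peak in 1 of 2 MCAO/R-24 h lists and in 1 of 2 MCAO/R-0 h lists, at different positions, and none in the other 4. With MCAO/R-24 h replicate 1 left out, an alternative set before the data were examined, 1 region of *Trp53* counted as gained in MCAO/R-24 h, and under the others 0 did at that time. With MCAO/R-0 h replicate 2 left out, 1 region counted as gained in MCAO/R-0 h. For *Ncoa4* the paper states a hypermethylated peak. Both Sham lists and both MCAO/R-24 h lists held peaks in the gene, but those of the 2 MCAO/R-24 h lists lay in different regions. With all 8 lists none of its regions was gained. Presence in a list does not show whether a peak already listed in Sham became higher. Of the alternatives set before the data were examined, leaving out Sham replicate 2 gave 1 region gained and 2 lost in MCAO/R-0 h, and leaving out MCAO/R-6 h replicate 2 gave 1 gained in MCAO/R-6 h. In MCAO/R-24 h none gave a gained region, and leaving out Sham replicate 1, Sham replicate 2 or MCAO/R-24 h replicate 2 gave 1 lost region.

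The paper states that *Slc7a11* and *Gpx4* mRNA were not hypermethylated after MCAO/R. With all peaks, *Slc7a11* held a peak in all 8 lists and none of its regions was gained. With the higher-scoring 50% of each list, an alternative set before the data were examined, 1 region of *Slc7a11* was gained in MCAO/R-24 h. *Gpx4* held peaks in 0 lists. Presence in a list does not show a change in the height of a peak.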

Other observations

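Of the tests in this part, those of regions present only in both lists of one group and of the rank of the *Trp53* peaks were chosen after the values were seen, and so were the comparisons by number of lists and of all pairs of libraries that other tests build on. The outcomes that would decide the other tests were fixed before their values were seen.

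Of the 52776 regions, 27762 (52.6%) were found in 1 list only. RRACH enrichment over the control windows rose with the number of lists, from a mean of 1.12 ± 0.0408 (SD, n = 8 libraries) for regions in 1 list to 1.30 ± 0.0445 for regions in 4 lists and 1.46 ± 0.0115 for regions in all 8. The share of centres near the stop codon was 1.40 ± 0.0720, 2.05 ± 0.0605 and 2.86 ± 0.0352 times that of even placement (SD, n = 8 each). The median exonic length rose as well, from 68.2 nt for 1 list to 209 nt for 8 lists. One explanation for the regions in 1 list is peaks called at random exonic positions. It predicts a ratio within 5% of the control rate, and the lowest RRACH ratio over the 8 libraries was 1.0525, past that limit by a narrow margin, so random positions alone are unlikely to account for all of them. A mixture of m6A sites near the threshold and randomly placed peaks stays open. No biological explanation was tested.

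More regions were gained than lost at each reperfusion time, 2.05 times as many in MCAO/R-0 h, 2.44 times in MCAO/R-6 h and 1.37 times in MCAO/R-24 h. The reperfusion lists are also longer on average than the Sham lists. With the same number of peaks in every list the ratios fell to 1.43, 1.55 and 1.16. Longer lists therefore may account for part of the excess. The cut to equal number took away the lowest-scoring peaks of the longer lists, which recur least between replicates. An effect of the original length on the remaining excess is thus not excluded. The ratios fell on both sides of the limit of 1.5 set in advance, so whether longer lists are the main source stays open, and the source of the remaining excess was not tested. With all peaks, splits with a Sham library on either side were uneven as well. The most uneven gave 689 and 1354 regions in MCAO/R-0 h, 822 and 1085 in MCAO/R-6 h, and 668 and 1169 in MCAO/R-24 h. In MCAO/R-24 h the excess by group, 1335 against 971, was thus not beyond that of such a split. With a Sham library left out, which leaves a single list on that side, more regions were lost than gained, such as 2162 gained and 5954 lost in MCAO/R-24 h without Sham replicate 1. With a reperfusion library left out more were gained, such as 7576 gained and 1600 lost without MCAO/R-24 h replicate 1. A side with a single list needs only that list to hold a region, so these counts cannot decide on the excess. The cause of the longer lists, such as depth, was not tested.

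The peaks of the regions gained in MCAO/R-24 h lay at a median percentile of 38.4 in their own lists, against 79.4 for regions in all 4 Sham and MCAO/R-24 h lists and 19.8 for regions in 1 list. Regions on one side of the other 2 splits had medians of 37.7 to 47.4. Proximity to the calling threshold as the source of the gained regions cannot be told apart from a change with reperfusion, since the median fell between the limits of 25 and 50 set in advance.

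With the same number of peaks in every list, 108 regions were absent from both Sham lists and present in all 6 reperfusion lists. Of the 28 pairs of libraries, 2 had as many regions absent from that pair alone, and the other one was the MCAO/R-24 h pair with 112. The highest count of the 24 pairs across groups was 101. With all peaks a pair across groups did reach the Sham count. The Sham pair then had 138 such regions, and the pair of Sham replicate 1 and MCAO/R-0 h replicate 1 had 140. In the opposite direction, again with the same number of peaks, 248 regions were present in both Sham lists and in no other. Of the 28 pairs 5 had as many, among them the other 3 groups and 1 pair across groups with 250. Since the pairs with as many include real groups, these counts do not decide whether chance patterns of calls account for the Sham pair. Taken over the 4 groups, a mean of 293 regions was present only in both lists of one group, against 206 for the other 24 pairs, and of all divisions into 4 pairs only 1, the real groups, had a mean that large (p = 0.00952, one-sided exact permutation test, the smallest it can give). Chance calls are unlikely to give this excess over all the groups; library batches that coincide with the groups and changes after occlusion and reperfusion stay open as hypotheses.

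The *Trp53* peaks ranked at percentiles of at most 6.93 of their own lists. Their presence in 1 of 2 lists at 2 times is consistent with peaks near the calling threshold, where most peaks are not listed in the other replicate.

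Among the m6A regulators the paper names, *Ythdf1*, *Ythdf2* and *Ythdf3* held peaks in all 8 lists, *Alkbh5* in 5, *Mettl3* in 2 and *Fto* in 0. No region of these genes was gained or lost in MCAO/R-24 h with all 8 lists and an overlap of 1 base, while with a reciprocal overlap of at least 50% *Ythdf2* and *Ythdf3* each had 1 gained region. With MCAO/R-24 h replicate 1 left out, 1 region of *Ythdf1* met the definition of a gain at that time. With replicate 2 left out, 1 region of *Ythdf2* did. Losses at that time arose as well with a Sham library left out. They were regions of *Mettl3* and *Alkbh5* in the other Sham list and in neither MCAO/R-24 h list. In MCAO/R-0 h 1 region of *Ythdf2* was gained with all 8 lists. A *Ythdf2* peak in the 3' UTR (chromosome 4, 131913998 to 131914172) had the same bounds in 7 of the 8 lists.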
